# Bovine oviductal organoids: a multi-omics approach to capture the cellular and extracellular molecular response of the oviduct to heat stress

**DOI:** 10.1186/s12864-023-09746-y

**Published:** 2023-10-27

**Authors:** Nico G. Menjivar, Ahmed Gad, Riley E. Thompson, Mindy A. Meyers, Fiona K. Hollinshead, Dawit Tesfaye

**Keywords:** Organoids, Extracellular vesicles, Oviduct, Heat stress, Transcriptome, miRNA

## Abstract

**Background:**

The mammalian oviduct is a complex, fibromuscular organ known for its role in orchestrating a series of timely and dynamic changes to suitably support early embryogenesis. Climate change-induced heat stress (HS) is one of the largest single stressors compromising reproductive function in humans and farm animals via systemic changes in the redox status of the maternal environment, adversely affecting fertilization and early embryonic development. Oviductal organoids represent a unique 3-dimensional, biomimetic model to study the physiology of the oviduct and its subsequent impact on embryo development under various environmental conditions.

**Results:**

Our study is the first to demonstrate an innovative approach to understanding the cascade of molecular changes sustained by bovine oviductal organoids under HS and the subsequent maternal signals harnessed within their secreted extracellular vesicles (EVs). Transcriptomic analysis of oviductal organoids exposed to HS revealed 2,570 differentially expressed genes (1,222 up‐ and 1,348 downregulated), while EV-coupled miRNome analysis disclosed 18 miRNAs with significant differential expression (12 up- and 6 downregulated) in EVs from thermally stressed organoids compared to EVs released from organoids cultured under thermoneutral conditions. Genes activated in oviductal organoids in response to thermal stress, include: *COX1*, *ACTB*, *CST6*, *TPT1*, and *HSPB1*, while miR-1246, miR-148a, miR21-5p, miR-451, and miR-92a represent the top highly abundant EV-coupled miRNAs released in response to HS. Pathway analysis of genes enriched in organoids exposed to thermal stress showed the enrichment of endocrine resistance, cellular senescence, and notch signaling pathways. Similarly, EV-coupled miRNAs released from thermally stressed organoids showed their potential regulation of genes involved in cellular senescence, p53 signaling, and TGF-beta signaling pathways.

**Conclusions:**

In conclusion, the cellular and extracellular response of bovine oviductal organoids to in vitro HS conditions reveal the prospective impact of environmental HS on the physiology of the oviduct and the probable subsequent impacts on oocyte fertilization and early embryo development. Future studies elucidating the potential impact of HS-associated EVs from oviductal organoids on oocyte fertilization and preimplantation embryo development, would justify the use of an organoid model to optimally understand the oviduct-embryo communication under suboptimal environments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09746-y.

## Background

The mammalian oviduct comprises an advantageous microenvironment with biochemical and biophysical support to sustain the formation of life as the ‘site’ of fertilization and preimplantation embryo development [1]. Effective measures of communication are cohesively required from the embryo itself and the maternal environment to establish a periconceptional milieu to support conception and early embryonic development [2]. Tangible evidence exists demonstrating an unequivocal two-way signaling interaction at the embryo–maternal interface [3, 4], suggesting reciprocal crosstalk leading to a successful pregnancy provides a significant basis for physiological implantation [3–5]. Classically, cell–cell communications’ paramount role in regulating physiological processes were commonly defined either via direct contact through membrane signaling (juxtracrine) or by secreting various molecules (growth factors, hormones, cytokines, metabolites, etc.) with ensuing signaling function (autocrine, paracrine, and endocrine). More recently, extracellular vesicles (EVs) which exist in almost all biological fluids, have been implicated as emerging bi-directional, putative messengers to nano-shuttle regulatory bioactive molecules (lipids, proteins, nucleic acids, etc.) with biologically plausible functions [6–9]. Irrespective of their origin, previous reports have shown that EVs released following external stress stimuli induce bystander tolerance in naïve cells treated with ‘stressed EVs,’ [10–15] indicating their potential to transfer ‘protective’ molecules (protectosomes).

The large-scale impacts of elevated ambient temperatures resulting from climate change on animal production and reproductive performance have been extensively studied [16, 17]. External heat acting on a homeothermic animal impede fertility, affecting the physiological and cellular function of several reproductive tissues [18, 19]. In vivo and in vitro studies have demonstrated the direct effects of heat stress (HS)-induced dysfunction through impairments to mammalian oocyte maturation, fertilization, and early embryo development [20–23]. However, the complexity to investigate the impact of HS in regard to oviduct physiology and the embryo-oviduct dialog in later stage embryos have been largely stunted due to its inaccessible location without surgery or necropsy post-slaughter. Therefore, novel approaches to recapitulate the in vivo physiology and function of the oviduct in vitro, would provide an innovative mechanism to validate the system's functional response to HS.

Despite the extensive work carried out to understand the effects of HS on reproductive function, its underlying impacts on oviduct physiology remain largely unknown. Initial attempts to study the embryo-oviduct dialogue via EVs from oviductal fluid [24] and monolayer-bovine oviductal epithelial cell (BOEC) conditioned culture medium [25], demonstrated promising improvements in embryo quality and cryotolerance following their addition during embryo culture. Regardless of the beneficial roles of EVs, the potential transfer of identified embryotropic molecules eliciting such positive responses in embryo development was not studied. However, Almiñana and colleagues have shown major discrepancies in the protein cargo signatures from in vivo vs. in vitro derived EVs of oviductal origin, revealing that in vitro monolayer-BOECs inadequately mimic the in vivo oviductal environment, likely resulting from a lack of paracrine signaling amid reduced cellular diversity [26].

Organoids represent biomimetic, three-dimensional, in vitro cell clusters that organizationally self-regenerate into complex structures to mirror the physiological function of their tissue of origin [27]. Generally, organoid cell clusters are encapsulated within a jelly-like extracellular matrix and function similar to their native in vivo organ in terms of gene and protein expression, metabolic function and microscale tissue architecture [28]. Studies in humans [29] and mice [30, 31] have recently outlined advantages over existing traditional cell culture models through the establishment and long-term stability of fallopian tube organoids that faithfully recapitulate the phenotype of their in vivo tissue. Thus, in this study, we aimed to utilize bovine oviductal organoids to decrypt the oviducts’ differential response to HS in terms of cellular transcriptome and secreted EV-miRNome, to elucidate the potential downstream impacts on fertilization and early embryo development. Furthermore, several studies have revealed the regulatory role of miRNA sequence motifs and their corresponding RNA binding proteins in EV-miRNA secretion versus cellular retention under specific environmental conditions [32–36]. Therefore, investigating the interplay between miRNA sequence motifs and RNA binding proteins in the packaging and release of specific miRNAs into EVs by subjecting organoids to thermal stress, would shine light upon the molecular mechanisms behind the oviductal response to HS via EV-coupled miRNA signaling.

## Results

The experimental design outlining the different groups of organoid cultures and EVs used in the RNA-seq analyses are summarized in Fig. 1.

**Fig. 1:**
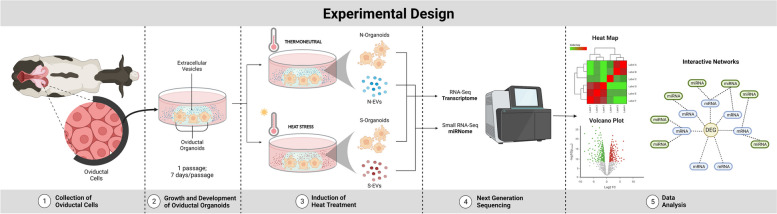
Schematic Illustration of the Experimental Design. Oviductal cells were collected from abattoir-derived reproductive material for the establishment of bovine oviductal organoids. Organoids were subsequently grown and developed under thermoneutral conditions for 14 days prior to exposing to heat treatment. Following HS exposure, organoid cells and the corresponding EVs were collected, isolated and subjected to genome-wide transcriptomic and miRNomic profiling, respectively

### 3-D matrix supports dynamic oviductal organoid culture and EV production

Oviductal organoids generated from bovine oviducts resected from diestrus reproductive tracts (*n* = 10) were grown for 14 days (one passage, 7 days per passage; Fig. 2A), prior to suspension in a xeno-free, synthetic matrix for experiments with HS. Representative histological and immunohistochemical (Fig. 2B) images of in tact oviduct and in vitro cultured oviductal organoids (P1D7) demonstrate the architectural morphology (hematoxylin and eosin; H&E) and presence of oviduct-specific glycoprotein 1 (OVPG1), zonula occludens-1 (ZO1), and forkhead box J1 (FOXJ1), respectively. H&E staining showed that crosssections of oviductal organoids contain a monolayer of oviductal epithelial cells encircling a centralized lumen. Also, mature organoids maintained through extended culture persistently express hallmark protein OVGP1, as well as epithelial cell tight junctions (ZO1), and ciliated cells (FOXJ1). Comprehensively, the organoid cellular morphology contain both partially differentiated and polarized cuboidal cells, as well as columnar shaped cells, which precisely represent the established structure of functional organoids. Additionally, we used a gene panel to functionally characterize the expression patterns of in vitro produced oviductal organoids (37 °C and 42 °C) compared to naïve in vivo BOECs. The panel was comprised of cell proliferation and adhesion (*MKI67* and *CDH1*), ciliated cell function and differentiation (*LRRC6*, *TUBA1A*, *TUBA1B* and *TUBA1C*), and hormonal prostaglandin function (*PTGS2*, *PTGES* and *OXTR*) gene expression signatures. Overall, minimal statistical differences presided between in vitro produced organoids and in vivo derived cells, strengthening the biomimicry of extended culture in a 3-D matrix (Fig. 3). In addition, a dual-targeted approach to isolate EVs using ultracentrifugation and size exclusion chromatography (SEC) was employed to isolate a relatively homogenous population of oviductal organoid-derived EVs. The molecular and morphological characterization of oviductal organoid-derived EVs validated the integrity of our procedure to isolate molecular analysis grade EVs from conditioned culture medium of in vitro-cultured bovine oviductal organoids. Representative TEM images (Fig. 4A), indicate the presence of membrane-enveloped vesicles released from oviductal organoids. Moreover, nanoparticle tracking analysis revealed a higher particle concentration in the S-EVs (derived from organoids cultured at 42 °C; 1.29E + 10 particles/mL), when compared to the N-EVs (derived from organoids cultured at 37 °C; 1.01E + 10 particles/mL), with median sizes of 120.01 and 133.99 nm, respectively (Fig. 4B). Western blot analysis (Fig. 4C) indicated the presence of EV marker proteins (TSG101, FLOT1, and CD63) in the EV samples derived from oviductal organoids, while CYCS, a cellular contaminant and negative marker of EVs, was absent. In addition, RNA quality control for integrity, prior to RNA sequencing, revealed the presence of 18S and 28S ribosomal RNA peaks in the oviductal organoid RNA and their absence in oviductal organoid-derived EV-RNA samples (Fig. 4D & E).

**Fig. 2:**
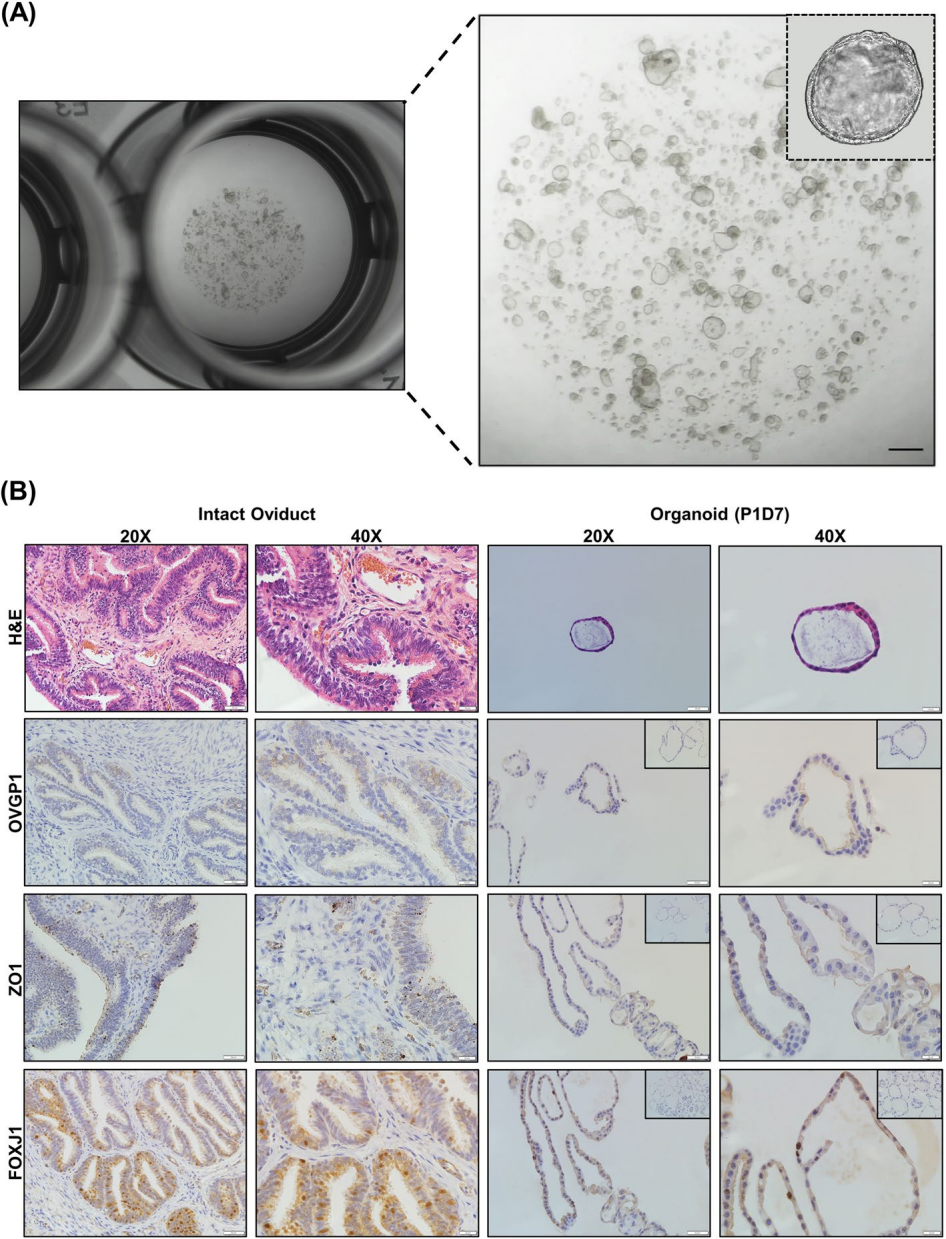
Establishment of Oviductal Organoid Culture System. Representative morphology of cultured bovine oviductal organoids after 14 days in culture. Scale bar, 1 mm (**A**). Immunostaining of in vitro cultured bovine oviductal organoids at passage 1, day 7 (P1D7). Histological oviductal samples with H&E staining, and immunohistochemical (OVGP1, ZO1, and FOXJ1) at 20 × and 40 × magnification, respectively. Scale bar = 50 μm at 20 × magnification and 20 μm at 40 × magnification. Controls shown in insets represent a negative reagent control (OVGP1, ZO1 and FOXJ1)

**Fig. 3:**
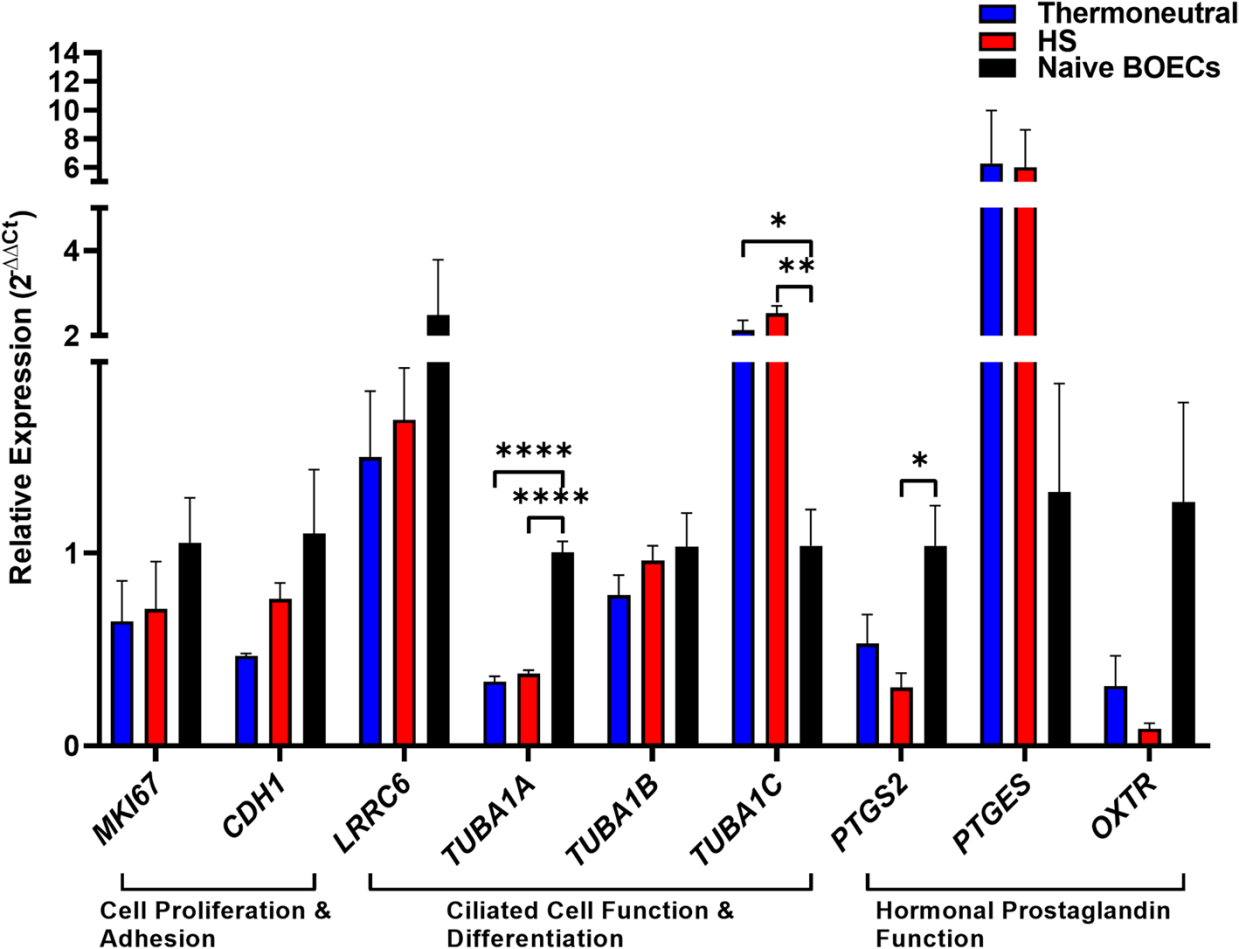
In vitro Produced Organoid Retention of the In vivo Oviduct. Quantitative real time PCR analysis of selected genes outlining the mRNA expression of markers for cell proliferation and adhesion, ciliated cell function and differentiation, and hormonal prostaglandin function in in vitro produced organoids (37 °C and 42 °C) and naïve bovine oviductal epithelial cells (BOEC). Data are shown as the mean ± SEM and the differences between means were analyzed using one-way ANOVA followed by Tukey’s Multiple Comparisons Test in biologically independent samples (*n* = 3). Statistical significance (*) between groups were determined at (*p* < 0.05)

**Fig. 4:**
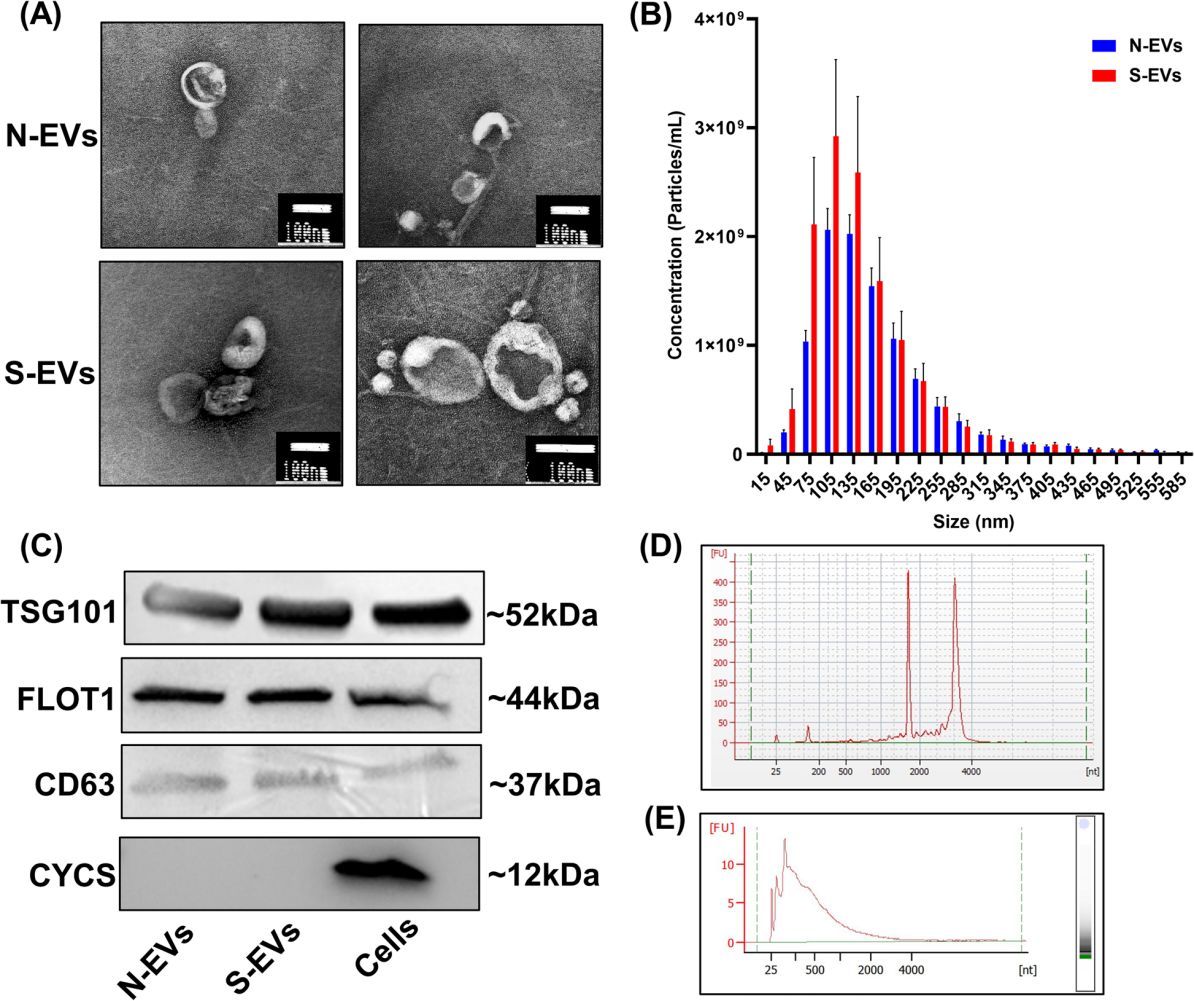
Characterization of Oviductal Organoid-derived EVs. Transmission Electron Microscopy (TEM) images depicting a clear bilipid enclosed complex in oviductal organoid-derived EVs. Scale bar, 100 nm (**A**). Size distribution and concentration of N-EVs (blue bars) and S-EVs (red bars) resulting from Nanoparticle Tracking Analysis (NTA) (**B**). Cropped blots for Western Blotting (WB) analysis in EVs shows traditionally expressed EV-associated protein markers (TSG101, FLOT1, CD63) and the absence of expression for non-EV, mitochondrial associated cellular marker protein (CYCS) in lanes indicated by N-EVs and S-EVs (**C**). Representative RNA quality control and size distribution from oviductal organoids (**D**) and the corresponding EVs indicating the absence of 18 s and 28 s cellular RNA components (**E**)

### Decoding the transcriptome response of oviductal organoids to HS

To understand the changes in molecular physiology of the bovine oviduct under HS conditions, this study examines the first comprehensive transcriptome analysis revealing the cellular response of oviductal organoids to elevated thermal stress. A total of ten RNA libraries were prepared from the organoid cells cultured under HS (42 °C) and thermoneutral conditions (37 °C). Approximately 536 million raw reads were sequenced from both groups. After adapter trimming and quality filtering, approximately 53.6 million reads per library were retained with an average of 99% of the quality-controlled (QC) reads mapped to the bovine reference genome (ARS-UCD1.2). A summary of the total number of reads and the mapping results for each group is presented in Additional file 1: Table S1. Principal component analysis (PCA) and the accompanied hierarchical heatmap revealed that biological replicates for each group clustered together except for one replicate amid the HS groups (Fig. 5A & B), which has been excluded from further analysis. A stringent criterion was set to avoid bias for low expression in which, expressed genes represent zFPKM >  − 3 amongst all replicates. In total, 11,935 and 12,564 genes were detected in the HS and thermoneutral cultured organoid groups, respectively, with 11,725 genes mutually expressed in both groups (Fig. 5C). Of the most highly expressed genes in both groups, the top 20 genes most abundantly expressed amongst all organoid samples include: *COX1*, *ACTB*, *CST6*, *TPT1*, *RPLP1*, *RPLP0*, *FTH1*, *COX2*, *EEF1A1*, *UBA52*, *RPS15* (Table 1).

**Fig. 5:**
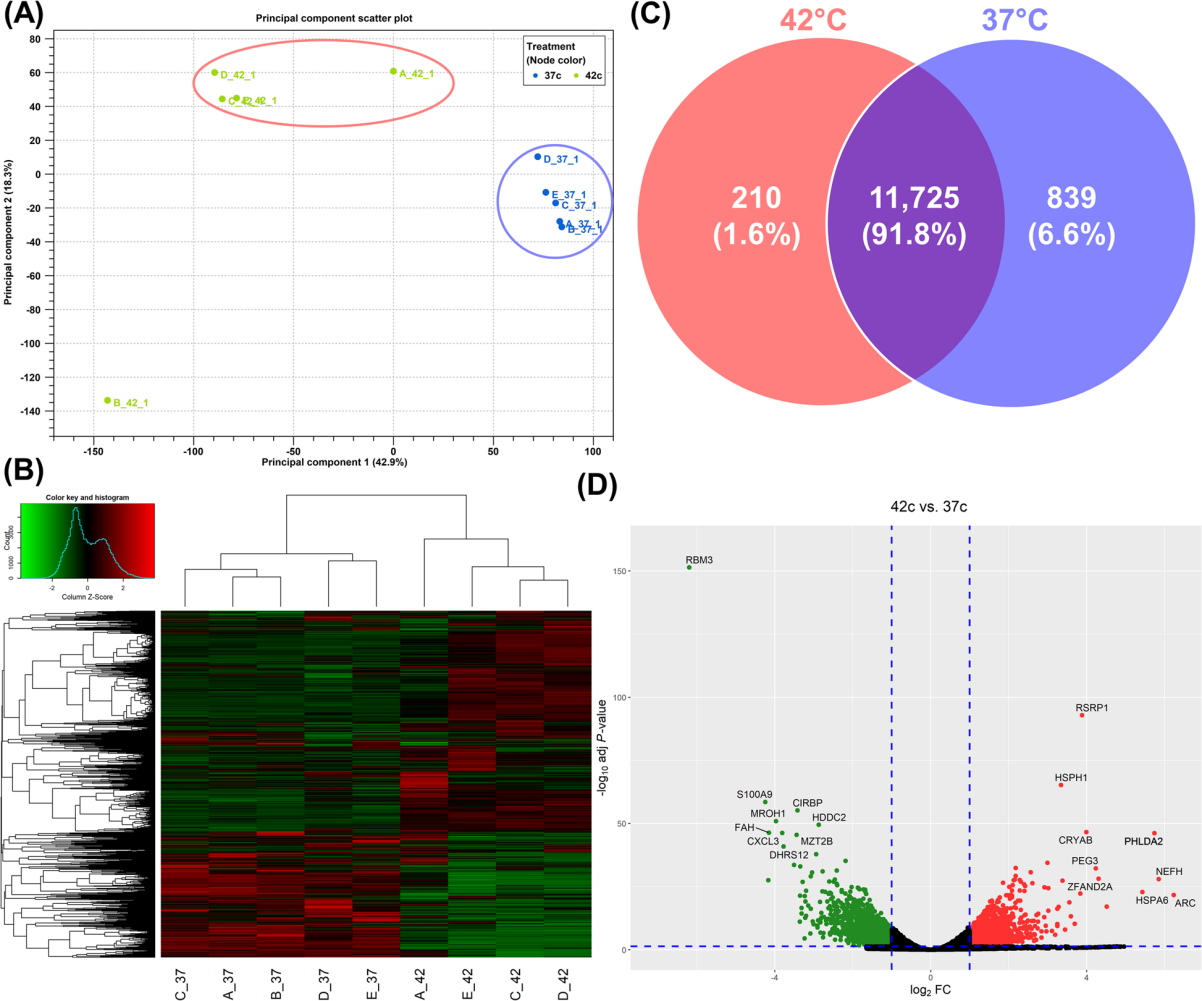
Impact of HS on Oviductal Organoids: Transcriptomic Cellular Response. Principal component analysis (PCA) (**A**) and heatmap/hierarchical clustering of oviductal organoid samples (**B**) cultured under HS (42 °C; A_42-D_42) or thermoneutral conditions (37 °C; A_37-D_37). Venn diagram indicating exclusively and commonly expressed genes in the 42 °C and 37 °C groups (**C**). Volcano plot displaying differentially expressed genes, up- and downregulated in oviductal organoids cultured under HS (42 °C) compared to those cultured under thermoneutral conditions (37 °C) (**D**)

**Table 1:** Top 20 expressed genes in oviductal organoids from the HS (42 °C) and thermoneutral (37 °C) groups

Genes	42 °C Group TPM	%^a^	Genes	37 °C Group TPM	%^a^
*COX1*	12,134.48	10.36	*COX1*	18,703.53	14.63
*ACTB*	9851.64	8.41	*COX3*	12,044.18	9.42
*CST6*	7866.93	6.71	*COX2*	9073.11	7.10
*TPT1*	6996.46	5.97	*FTH1*	8633.91	6.76
*HSPB1*	6814.69	5.82	*RPLP1*	6970.11	5.45
*RPLP1*	6408.56	5.47	*GAPDH*	6133.64	4.80
*RPLP0*	6155.16	5.25	*RPLP0*	5702.06	4.46
*CLU*	5635.77	4.81	*ATP6*	5258.80	4.11
*CRYAB*	5519.48	4.71	*KRT19*	5247.57	4.11
*FTL*	5403.90	4.61	*FTL*	5217.36	4.08
*ACTG1*	5399.25	4.61	*TPT1*	5153.81	4.03
*COX3*	5017.02	4.28	*ACTB*	4863.59	3.81
*FTH1*	5004.65	4.27	*ACTG1*	4709.11	3.68
*COX2*	4958.39	4.23	*EEF1A1*	4561.17	3.57
*EEF1A1*	4524.72	3.86	*RPS15*	4490.25	3.51
*UBA52*	4411.87	3.77	*CST6*	4456.38	3.49
*HSPA1A*	4367.03	3.73	*ND3*	4434.30	3.47
*ANXA2*	3736.05	3.19	*ND1*	4104.32	3.21
*HSPA8*	3531.16	3.01	*MSLN*	4025.36	3.15
*RPS15*	3418.48	2.92	*UBA52*	4018.46	3.14

*TPM* average Transcript Per Million mapped reads

^a^Percentage of the genes sequence reads

Considering a false discovery rate (FDR) < 0.05 and a fold change (FC) ≥ 2, a total of 2,570 differentially expressed genes (DEGs) (1,222 up‐ and 1,348 downregulated) were identified in the oviductal organoids subjected to HS compared to the thermoneutral groups, including 170 genes with unknown function (Additional file 2: Table S2). The volcano plot (Fig. 5D) illustrates the distribution of DEGs, up- and downregulated, in the HS compared to the thermoneutral groups. The top 20 known DEGs (upregulated include: *CRISPLD2*, *HSPA6*, *SERPINE1*; downregulated include: *RBM3*, *MROH1*, *FAH*) identified in the HS compared with the thermoneutral cultured groups are listed in Table 2. Gene ontology (GO) enrichment analysis of the upregulated genes in the HS groups revealed that endocrine resistance, cellular senescence, and notch signaling pathway to be the top significant pathways (Fig. 6A; Additional file 3A: Table S3A). Alternatively, metabolic pathways, oxidative phosphorylation, nucleotide metabolism, carbon metabolism, and thermogenesis were the top significant pathways dominated by the downregulated genes (Fig. 6B; Additional file 3B: Table S3B). Biological processes in which genes upregulated in thermally stressed organoids involve cell migration, transcription regulation, and protein phosphorylation (Fig. 6C; Additional file 4A: Table S4A), while cholesterol biosynthetic processes, mitochondrial electron transport and ATP synthesis were the processes in which involve downregulated genes (Fig. 6D; Additional file 4B: Table S4B). Interaction networks of DEGs commonly involved in highly enriched pathways are presented in Fig. 6E. The highlighted genes amid the interaction networks are involved in various signaling pathways, gene expression regulation, and functions regulating cellular senescence and pregnancy homeostasis.

**Table 2:** Top 20 DEGs in HS (42 °C) oviductal organoids compared to the thermoneutral (37 °C) groups

Upregulated Genes	FC	FDR	Downregulated Genes	FC	FDR
*RAB39A*	85.71	3.56E-03	*MFAP4*	-14.38	3.37E-11
*ARC*	75.04	1.91E-22	*PPP1R32*	-15.65	1.65E-09
*CRISPLD2*	64.85	1.25E-32	*MROH1*	-15.68	1.10E-51
*NEFH*	57.56	9.69E-29	*ACSM1*	-17.54	8.85E-19
*PHLDA2*	53.28	6.75E-47	*FAH*	-17.80	4.22E-47
*ENSBTAG00000001219*	52.94	1.64E-08	*RHBDD3*	-18.01	2.75E-28
*HSPA6*	42.95	1.46E-23	*NOS2*	-18.02	1.52E-19
*ENSBTAG00000052847*	36.38	1.28E-07	*S100A9*	-18.97	2.65E-59
*PURG*	31.95	3.79E-09	*ASB9*	-19.67	1.96E-11
*FAM71F1*	26.14	2.53E-08	*HERC3*	-19.85	6.46E-60
*NPB*	22.86	8.62E-18	*DIRAS3*	-21.65	3.80E-10
*GAS2*	20.03	9.82E-10	*HNMT*	-22.45	2.36E-10
*ZFAND2A*	19.72	6.73E-29	*ETNPPL*	-24.09	5.00E-10
*PEG3*	18.76	5.88E-33	*SERPINB13*	-32.57	9.11E-15
*CRYAB*	15.90	2.22E-47	*ENSBTAG00000003661*	-32.99	1.55E-20
*ENSBTAG00000049003*	14.77	2.45E-16	*CSF3*	-34.72	2.48E-17
*RSRP1*	14.73	1.16E-93	*LRCOL1*	-36.95	1.50E-05
*SERPINE1*	14.29	5.61E-23	*DAPL1*	-60.38	1.61E-08
*ENSBTAG00000050861*	12.67	2.26E-06	*RBM3*	-73.40	3.10E-152
*TEX49*	12.64	9.61E-08	*SERPINE3*	-163.84	1.87E-63

*FC* Fold Change, *FDR* False Discovery Rate

**Fig. 6:**
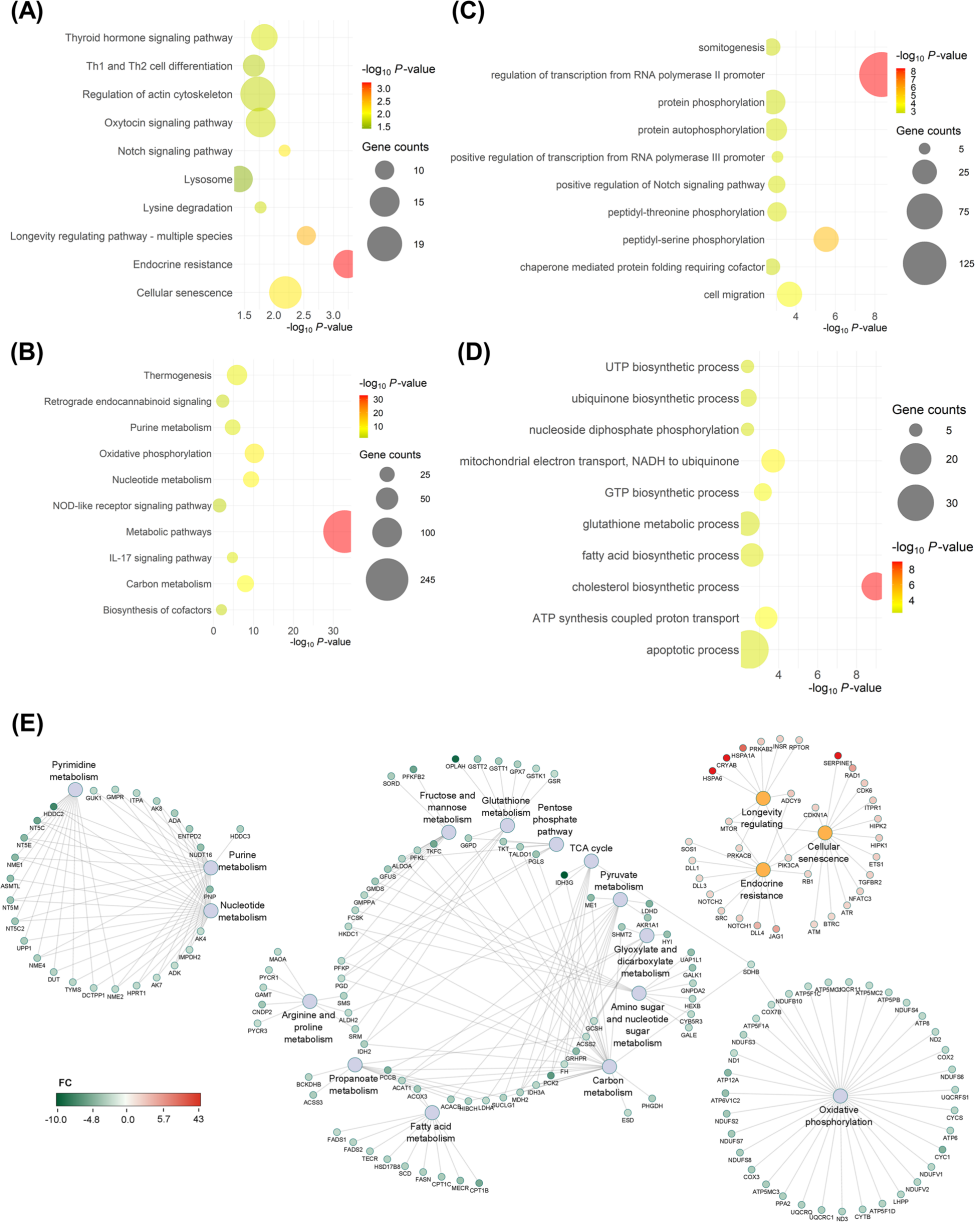
Oviductal Organoids: Ontological Classification and Interactive Networking. Bubble plots, revealing the top 10 pathways and biological processes targeted by the up- (**A** and **C**) and downregulated genes (**B** and **D**) in the 42 °C compared to the 37 °C groups, respectively. The color and size of each bubble represent the P-value and number of gene counts. Interactive networking of the differentially expressed genes commonly involved in highly enriched pathways including the up- (red) and downregulated (green) genes in the 42 °C compared to the 37 °C groups (**E**)

### HS alters oviductal organoid-derived EV-coupled miRNAs

To understand the extracellular response of oviductal organoids to HS, organoid-secreted EVs were investigated for their miRNA content using small RNA sequencing technology. 

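The EVs, membrane-enclosed particles released by the organoids, were collected from the conditioned medium of bovine oviductal organoids, which are self-organised cultures of the oviduct epithelium. 3 EV libraries came from organoids kept at 37 °C and 3 from organoids moved to 42 °C for the last day of culture, and each replicate was a pool of 2 animals. The deposited table holds TMM-adjusted read values (CPM) for 1028 mature bovine miRNAs, made by the authors in CLC Genomics Workbench from reads annotated against miRBase. Of these miRNAs, 341 were above 0 in at least 1 library. In each library, 100% of the values above 0 lay within 0.01 of a whole multiple of the smallest one, so the miRNA reads behind them were recovered. Replicates A, B and C held 31640, 150214 and 140055 miRNA reads at 37 °C, and 103809, 213877 and 72580 at 42 °C. The quality-controlled reads of the same libraries in the paper's Table S5 ranged from 19866648 to 22904584, but the miRNA values rest on the recovered miRNA reads. The worth of 1 read ranged from 5.53 CPM in replicate B at 42 °C to 28.7 CPM in replicate C at 42 °C. A miRNA with no read in replicate C at 42 °C could thus stand at up to 86.2 CPM there, the value of 3 reads, and this limit covers counting error only. Groups were compared with limma on log2(CPM + 10) over the miRNAs with a mean of at least 10 CPM in at least 1 group. Fold changes are on that scale, which understates the change of miRNAs with few reads. The paper states that oviducts of the same animals were represented at both temperatures, without tying libraries to animals. The libraries were therefore compared unpaired, and p-values measure the spread between pools.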

Three small RNA libraries were prepared from the EVs derived from each of the organoid cultures under 37 °C and 42 °C. Approximately 135 million raw reads were sequenced from both EV groups. After adapter trimming and quality control, an average of 21 million reads per library was retained. An average of 87% and 89% of these reads from the HS and thermoneutral EV groups, respectively, were mapped to the bovine reference genome (Additional file 5: Table S5). Based on the miRNA expression patterns, the PCA (Fig. 7A) and hierarchical heatmap (Fig. 7B) exhibited a clear clustering of the replicates from each group. 

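The miRNAs with the largest weights on the first principal component were bta-miR-150 (loading 0.33), bta-miR-1388-5p (0.29) and bta-miR-92a (0.22) on the side of 42 °C. On the side of 37 °C they were bta-miR-424-3p (-0.18), bta-miR-654 (-0.14) and bta-miR-494 (-0.14). This component held 40.6% of the variance of log2(CPM + 10) over 251 miRNAs, and the second held 20.7%. The 3 libraries at 37 °C lay between -11.1 and -8.32 on the first component and the 3 libraries at 42 °C between 6.91 and 14.0. Complete and average linkage on Euclidean distances each parted the libraries into 2 clusters, 1 per temperature. Distances ranged from 17.6 to 19.2 among the libraries at 37 °C, from 22.6 to 24.5 among those at 42 °C, and from 23.7 to 28.2 between the temperatures. The mean distance between temperatures was 1.24 times the mean within them, and the highest ratio for another split of the 6 libraries into 3 and 3 was 1.00, with only 10 splits to compare.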

Sequencing data analysis revealed a total of 251 known miRNAs amongst both groups with at least 10 counts per million (CPM) (Fig. 7C). 

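Of the 251 miRNAs with a mean of at least 10 CPM in at least 1 group, 228 reached it at 37 °C and 216 at 42 °C. Both groups shared 193, while 35 reached it only at 37 °C and 23 only at 42 °C. All 9 listed members of the let-7 family were among them, and none passed the test between temperatures. Together they took 241564 ± 38851 (SD, n = 3) of every 1000000 miRNA reads other than miR-1246 at 37 °C and 174706 ± 54852 at 42 °C (exact two-sided permutation test, p = 0.2). Of 12 miRNAs typical of epithelium, 11 were measured and none passed the test, with 40002 ± 8941 of the same 1000000 reads at 37 °C and 34499.7 ± 22501 at 42 °C (exact two-sided permutation test, p = 0.7). Of 7 miRNAs of multiciliated cells (the miR-34 and miR-449 families), 4 were measured, with 442 ± 255 and 287 ± 163 of these reads (exact two-sided permutation test, p = 0.5). For 3 libraries against 3, the smallest p of this test is 0.1. The number of miRNAs with a read ranged from 194 in replicate C at 42 °C to 256 in replicate B at 37 °C. A single read exceeds 10 CPM in replicate A at 37 °C and in replicate C at 42 °C, but the threshold applies to the mean of 3 libraries. The fewest reads behind a miRNA that reached it in 1 group only were 2 at 42 °C and 3 at 37 °C. A minimum mean of 50 CPM left 166 miRNAs.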

While a complete list of all the expressed miRNAs detected is presented in Additional file 6: Table S6, a list of the top 20 expressed miRNAs from each group are presented in Table 3. 

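The EVs of both groups were led by bta-miR-1246, which took 52.4% of the summed mean CPM at 42 °C and 44.4% at 37 °C. Its share of the recovered miRNA reads was lowest in replicate A at 37 °C, 25.0% (95% Wilson interval 24.5 to 25.5%), and highest in replicate C at 42 °C, 71.8% (95% Wilson interval 71.5 to 72.1%). The mean shares of 41.5% ± 14.3 (SD, n = 3) and 46.2% ± 23.1 (SD, n = 3) did not differ beyond the spread (exact two-sided permutation test, p = 0.9), and the sign of the difference turned without replicate A at 37 °C (-3.56 percentage points) or replicate C at 42 °C (-8.06). At 42 °C, some leading miRNAs owed their mean to replicate B. There bta-miR-451, abundant in red blood cells, stood at 159915 CPM against a mean of 15724 in the other libraries at 42 °C. In the same library bta-miR-122, the main miRNA of liver, stood at 96614 CPM against 10982, and bta-miR-148a at 188592 against 43255. The 20 leading miRNAs took 91.0% of the summed mean CPM at 42 °C and 88.0% at 37 °C.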

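The lists of the 20 leading miRNAs at 42 °C and 37 °C shared 15 members, among them bta-miR-1246, bta-miR-148a, bta-miR-21-5p, bta-miR-451, bta-miR-122, bta-miR-378, bta-miR-10b and 4 let-7 members. Only the list at 42 °C held bta-miR-92a, bta-miR-99a-5p, bta-miR-10a, bta-miR-143 and bta-miR-486, and only the list at 37 °C held bta-miR-320a, bta-miR-200c, let-7g, bta-miR-100 and bta-miR-192. Among the 20 at 42 °C, bta-miR-92a alone passed the test between temperatures. Several of the other list changes lay within the spread of the libraries. bta-miR-143, typical of smooth muscle and fibroblasts, stood at 6628 ± 4280.2 CPM at 42 °C and 3086 ± 2237 at 37 °C (SD, n = 3; adjusted p = 0.32, limma). bta-miR-486, abundant in red blood cells, stood at 6147 ± 7131 and 3039 ± 1578 CPM (SD, n = 3; adjusted p = 0.75, limma), with replicate B at 42 °C at 14374 CPM.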

Among the top 20 expressed miRNAs, 15 were commonly detected amongst both groups.

**Fig. 7:**
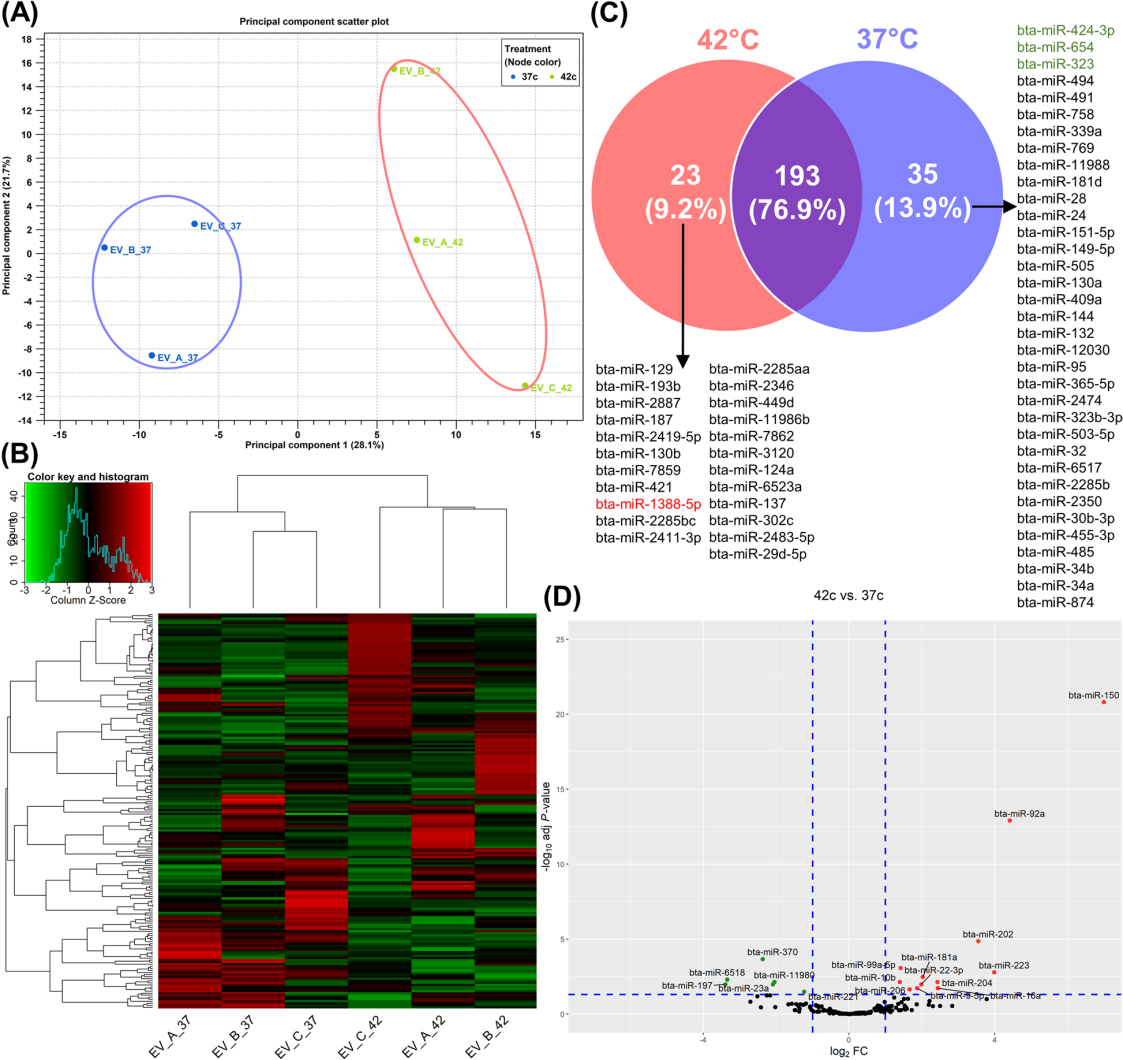
HS Alters Oviductal Organoid-derived EVs Molecular Cargo: miRNome Extracellular Response. Principal component analysis (PCA) (**A**) and heatmap/hierarchical clustering of oviductal organoid-derived EVs (**B**). Venn diagram indicating exclusively and commonly expressed miRNAs in the 42 °C and 37 °C groups (**C**), red and green miRNAs are significantly different (FDR < 0.05) between the two groups. Volcano plot displaying differentially expressed miRNAs, up- (red) and downregulated (green) in oviductal organoid-derived EVs from the 42 °C compared to 37 °C groups (**D**)

**Table 3:** Top 20 expressed miRNAs in oviductal organoid-derived EVs from the HS (42 °C) and thermoneutral (37 °C) groups

miRNA	42 °C Group CPM	%^a^	miRNA	37 °C Group CPM	%^a^
bta-miR-1246	714,796.52	52.39	bta-miR-1246	363,004.63	44.35
bta-miR-148a	91,700.77	6.72	bta-miR-148a	63,584.52	7.77
bta-miR-21-5p	66,565.11	4.88	bta-miR-21-5p	43,902.13	5.36
bta-miR-451	63,787.82	4.68	bta-let-7a-5p	38,199.05	4.67
bta-miR-92a	52,778.22	3.87	bta-miR-378	33,327.83	4.07
bta-miR-122	39,526.19	2.90	bta-miR-451	26,116.20	3.19
bta-let-7a-5p	35,926.19	2.63	bta-let-7i	22,986.77	2.81
bta-let-7i	25,351.78	1.86	bta-let-7f	20,881.75	2.55
bta-miR-378	23,826.87	1.75	bta-miR-122	19,106.09	2.33
bta-let-7f	19,848.71	1.45	bta-let-7b	17,898.58	2.19
bta-miR-26a	19,314.54	1.42	bta-miR-26a	16,336.63	2.00
bta-let-7b	17,836.14	1.31	bta-miR-151-3p	10,162.43	1.24
bta-miR-10b	12,289.04	0.90	bta-miR-200b	8044.04	0.98
bta-miR-151-3p	12,105.22	0.89	bta-miR-320a	6426.09	0.79
bta-miR-99a-5p	10,290.88	0.75	bta-miR-200c	5618.62	0.69
bta-miR-200b	9131.74	0.67	bta-let-7 g	5587.82	0.68
bta-miR-10a	7387.11	0.54	bta-miR-100	5124.45	0.63
bta-miR-143	6627.53	0.49	bta-miR-30d	5002.99	0.61
bta-miR-30d	6243.01	0.46	bta-miR-10b	4666.79	0.57
bta-miR-486	6147.07	0.45	bta-miR-192	4474.81	0.55

*CPM* average Counts Per Million mapped reads

^a^Percentage of the miRNA sequence reads

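Of 251 miRNAs tested between the EVs at 42 °C and 37 °C, 6 changed at an adjusted p under 0.05 and by at least 2-fold (limma). bta-miR-150, bta-miR-1388-5p, bta-miR-92a and bta-miR-202 were higher at 42 °C, and bta-miR-424-3p and bta-miR-370 were lower. At an unadjusted p under 0.05 there were 44. The 3 values at 42 °C lay all above the 3 at 37 °C for 25 miRNAs and all below for 36, together 24.3% of those tested, where chance gives 10%. On simulated libraries of the same depths, the test found 66.5% of 16-fold and 31.5% of 4-fold changes among 251 miRNAs. The balance of higher and lower miRNAs depended on the scale: with each library brought to a sum of 1000000, 4 were higher and 16 lower, and without miR-1246 in that sum 4 were higher and 11 lower. These scales moved the median log2 fold change of all miRNAs tested from -0.01 to -0.57 and -0.43. On the recovered reads, edgeR called 11 miRNAs (8 higher) and DESeq2 called 18 (12 higher and 6 lower). Leaving out replicate B at 37 °C left 1 call, bta-miR-150, and leaving out replicate C at 37 °C left 3.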

Differential expression analysis of EV-miRNAs released from oviductal organoids subjected to divergent ambient temperatures indicated a total of 18 miRNAs as significantly-differentially expressed between the two groups (FC > 2, FDR < 0.05). 

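Among the miRNAs higher in EVs at 42 °C, bta-miR-150, which is abundant in mature lymphocytes, stood at 5052 ± 4077 CPM (SD, n = 3) against 40.6 ± 25.3 at 37 °C, a log2 fold change of 6.50 (standard error 0.65, adjusted p = 4.9e-05, limma). bta-miR-92a, a member of the miR-17-92 cluster, had a log2 fold change of 4.17 (standard error 0.53, adjusted p = 3.5e-04), and bta-miR-202, known from the gonads, had 3.25 (standard error 0.61, adjusted p = 0.0091). Lower at 42 °C was bta-miR-370, with 277 ± 169 CPM against 1344 ± 305 (SD, n = 3) and a log2 fold change of -2.45 (standard error 0.55, adjusted p = 0.029). Of the 12 miRNAs that the study lists as higher in both groups' common set, 3 rose and 9 did not pass the test, among them bta-miR-223, bta-miR-16a and bta-miR-22-3p at an adjusted p of 0.051 each (limma). The log2 fold changes of these 9 lay between 1.31 and 3.11. Of the 6 listed as lower, 1 fell and 5 did not pass, with log2 fold changes from -2.70 to -1.25. Adjusted over each list alone, all 12 of the higher list and all 6 of the lower list passed. But the study chose these lists on the same libraries, so this is not independent evidence.
Groups of miRNAs were listed before the deposited data were examined, but with the values in the paper's tables already seen. Among these groups, 19 miRNAs of the imprinted DLK1-DIO3 region were measured, and 1 fell (8 when adjusted over the list alone) while 18 did not pass. Their median log2 fold change was -1.64, with 18 of 19 negative (camera, adjusted p = 2.8e-06; adjusted p = 0.38 with an estimated correlation). Of 7 measured leukocyte miRNAs, 1 rose, bta-miR-150 (2 adjusted over the list alone), and the median was 0.57 (camera, adjusted p = 0.029; adjusted p = 0.38 with an estimated correlation). bta-miR-155 of this list stood at 1225 ± 162 CPM at 42 °C and 1031 ± 356 at 37 °C (SD, n = 3). Of 8 erythroid miRNAs, 1 rose, bta-miR-92a (2 adjusted over the list alone), and the median was 0.68 (camera, adjusted p = 0.048; adjusted p = 0.38 with an estimated correlation). The calls of both blood cell lists were lost without replicate B at 37 °C (adjusted p = 0.083 each, camera) and without replicate B at 42 °C (0.099 for leukocytes and 0.16 for erythroid cells), the library in which bta-miR-451 was highest. The erythroid call was also lost with a pseudocount of 50 (0.052), a minimum mean of 100 CPM (0.061), each library brought to a sum of 1000000 (0.11; 0.052 without miR-1246), no intensity trend (0.057) and scaling to quality-controlled reads (0.062), all by camera. Without the miRNAs that the study names, the adjusted p was 0.44 for each of these lists (camera). bta-miR-150 was called in all 20 alternatives, while bta-miR-92a lost its call in 2, bta-miR-202 in 4 and bta-miR-370 in 8. Of the study's higher miRNAs that were not called, bta-miR-22-3p gained a call in 8, bta-miR-223 and bta-miR-181a in 7 each and bta-miR-16a in 6. bta-miR-99a-5p gained one in 3, bta-miR-204 and bta-miR-9-5p in 2 each, bta-miR-10b in 1 and bta-miR-206 in 0. Of the 20 alternatives, 1, the scaling to quality-controlled reads, was set after the values were seen.

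**Figure D1:**
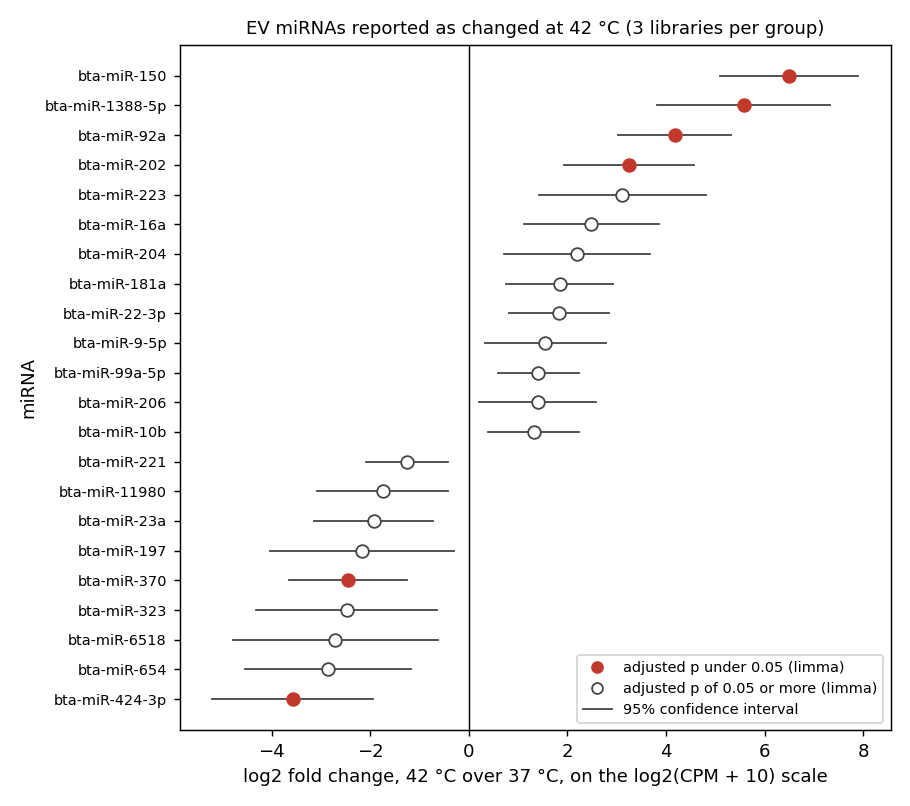
Log2 fold change of each miRNA that the study reports as changed, 42 °C over 37 °C on the log2(CPM + 10) scale, with its 95% confidence interval (3 libraries per group). Filled points mark the 6 miRNAs with an adjusted p under 0.05 in limma, from bta-miR-150 at 6.50 to bta-miR-424-3p at -3.58.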

EVs from HS oviductal organoids exhibited the enrichment of 12 miRNAs (including: miR-150, miR-92a, miR-223, and miR-202) and 6 downregulated miRNAs (including: miR-221, miR-11980, miR-23a and miR-370) compared to the EVs released from thermoneutral cultured organoids (Table 4 and Fig. 7D). Interestingly, two differentially expressed (DE)-miRNAs (miR-10b and miR-92a) were also noted in the top 20 expressed miRNAs list. 

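bta-miR-92a ranked 5 by mean CPM at 42 °C and 31 at 37 °C, with 52778 ± 40314 CPM (SD, n = 3) against 2477 ± 660.1. Its recovered reads were 4395, 4422 and 3445 in the libraries at 42 °C and 130, 339 and 437 at 37 °C. bta-miR-10b, a member of the miR-10 family that lies in the HOX clusters, ranked 13 and 19, with 12289 ± 5234 and 4667 ± 317 CPM. It was higher in each library at 42 °C than in any at 37 °C, but did not pass the test (log2 fold change 1.31, standard error 0.42, adjusted p = 0.11, limma). bta-miR-99a-5p ranked 15 at 42 °C and 21 at 37 °C, with 10291 ± 1247 and 3868 ± 437 CPM (log2 fold change 1.41, standard error 0.38, adjusted p = 0.057, limma). Of the family of miR-10, miR-99, miR-100 and miR-125, 7 members were measured and none passed the test (2 rose when adjusted over the list alone). Their median log2 fold change was 0.02 (camera, adjusted p = 0.30).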

Pathway analysis revealed that genes potentially targeted by the upregulated EV-miRNAs were involved in cellular senescence, p53, and TGF-beta signaling pathways (Fig. 8A; Additional file 7A: Table S7A), while those potentially targeted by the downregulated EV-miRNAs were involved in MAPK and FoxO signaling pathways (Fig. 8B; Additional file 7B: Table S7B). Transcription and cell cycle regulation were among the top abundant biological processes targeted by the upregulated miRNAs (Fig. 8C; Additional file 8A: Table S8A), while protein phosphorylation and regulation of cell cycle and proliferation were among the top biological processes targeted by the downregulated miRNAs in the HS compared to the thermoneutral groups (Fig. 8D; Additional file 8B: Table S8B). Interaction networks between common experimentally validated target genes of the DE-EV-miRNAs and the organoids DEGs, are presented in Fig. 9A. Additionally, a focus on the DEGs involved in the cellular senescence pathway network and the DE-EV-miRNAs potentially targeting their function are represented in Fig. 9B.

**Table 4:** DE-miRNAs in oviductal organoid-derived EVs from the HS (42 °C) compared to the thermoneutral (37 °C) groups

**Upregulated miRNA**	**FC**	**FDR**	*FC* Fold Change, *FDR* False Discovery Rate **Downregulated miRNA**	**FC**	**FDR**
bta-miR-150	127.29	1.56E-21	bta-miR-221	-2.35	3.27E-02
bta-miR-92a	21.28	1.24E-13	bta-miR-11980	-4.13	7.36E-03
bta-miR-223	15.82	1.61E-03	bta-miR-23a	-4.26	1.04E-02
bta-miR-202	11.69	1.38E-05	bta-miR-370	-5.17	2.14E-04
bta-miR-16a	5.42	1.89E-02	bta-miR-6518	-10.17	5.05E-03
bta-miR-204	5.36	7.36E-03	bta-miR-197	-10.51	1.04E-02
bta-miR-181a	4.06	3.43E-03			
bta-miR-22-3p	3.96	1.04E-02			
bta-miR-9-5p	3.65	1.89E-02			
bta-miR-206	3.16	2.27E-02			
bta-miR-99a-5p	2.66	8.58E-04			
bta-miR-10b	2.62	7.36E-03			

*FC* Fold Change, *FDR* False Discovery Rate

**Fig. 8:**
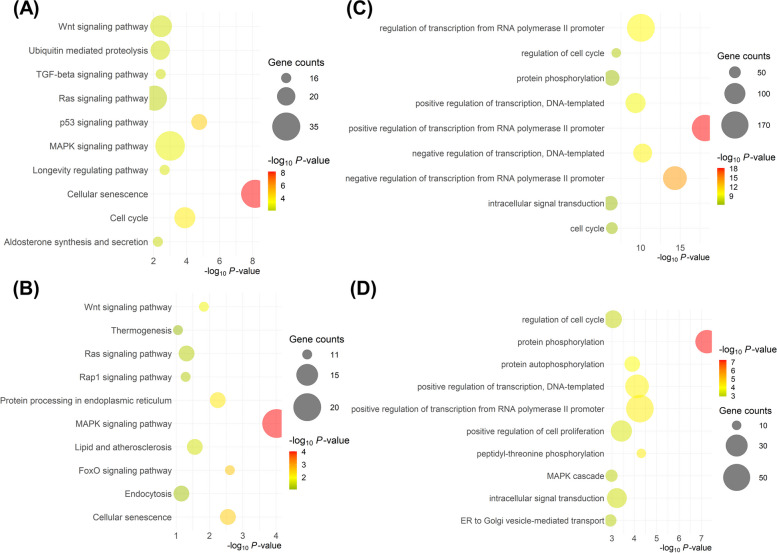
Oviductal Organoid-derived EV-miRNAs: Ontological Classification. Bubble plots, revealing the top 10 pathways and biological processes targeted by the up- (**A** and **C**) and downregulated miRNAs (**B** and **D**), respectively in the 42 °C compared to the 37 °C groups. The color and size of each bubble represent the P-value and number of miRNA target genes, respectively

**Fig. 9:**
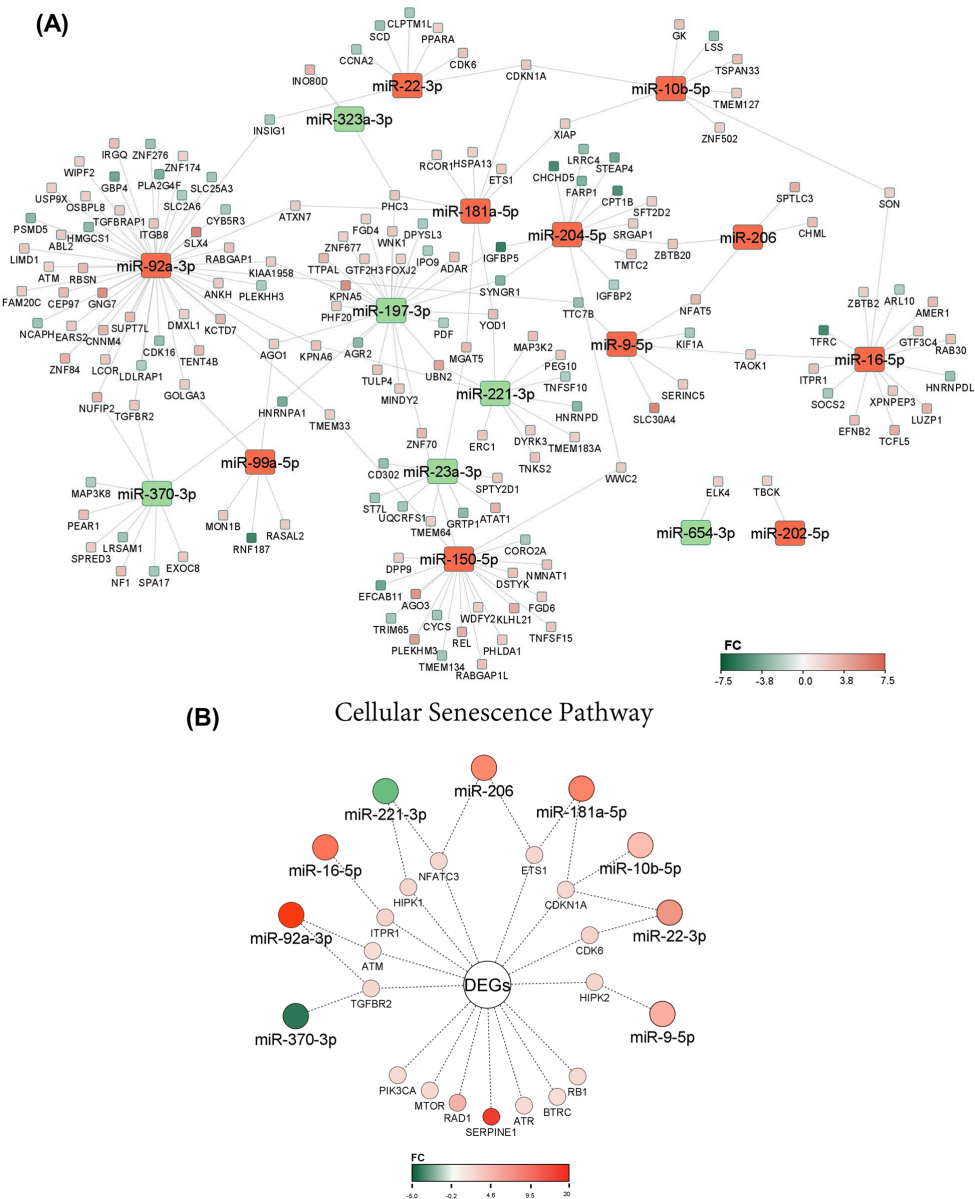
Oviductal Organoid DE-EV-miRNAs and DEGs Interaction Network. Interactive networking of common experimentally validated target genes of the DE-EV-miRNAs and the organoids DEGs in the 42 °C compared to the 37 °C groups (**A**). A network of the DEGs involved in the cellular senescence pathway and targeted by the DE-EV-miRNAs (**B**)

### Quantitative real-time PCR validation of candidate genes and miRNAs

To validate the sequencing data, 10 DE-genes (5 up- and 5 downregulated in the HS compared to the thermoneutral groups) and 4 upregulated miRNAs were selected for validation in 4 independent, biological replicates using quantitative real-time PCR. Selected candidate genes in oviductal organoids (Fig. 10A) and miRNAs in oviductal organoid-secreted EVs (Fig. 10B) show the same expression pattern consistent with the RNA-seq data.

**Fig. 10:**
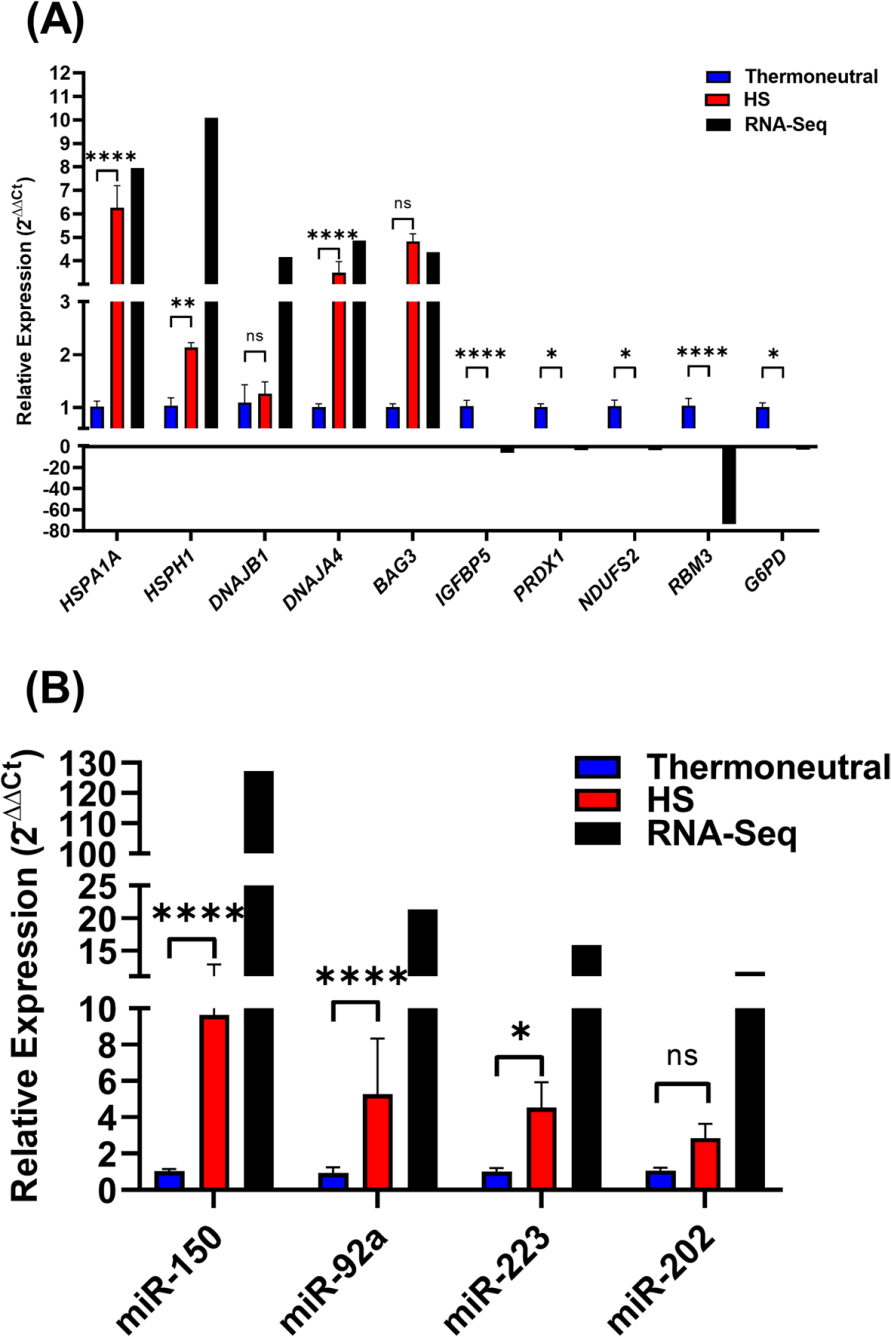
Quantitative Real Time PCR Validation. Expression validation of the selected DE-genes (**A**) and -miRNAs (**B**) compared against values calculated via RNA-seq analysis. Data are shown as the mean ± SEM and the differences between means were analyzed using one-way ANOVA followed by Tukey’s Multiple Comparisons Test in biologically independent samples (*n* = 4). Statistical significance (*) between the 42 °C compared to the 37 °C groups were determined at (*p* < 0.05)

### MicroRNA sequence motif and RBP identification

To investigate the potential mechanism of miRNA sorting and packaging into EVs by oviductal organoids in response to thermal stress, miRNA sequence motif analysis was performed for the miRNAs significantly enriched in EVs released in response to thermal stress using low abundant miRNAs (enriched in EVs released from organoids cultured under thermoneutral conditions) as controls. Accordingly, we have identified two miRNA motifs [U/A][C/U][C/A][U/G/A/C]A and [C/U][U/A]GU to be shared by 69% (9 of the 13) and 62% (8 out of 13) of the upregulated miRNAs, respectively (Fig. 11A). Moreover, an additional two motifs UG[U/A][A/G] and ACCC were identified and shared by 46% (6 of the 13) and 23% (3 out of 13) of the upregulated miRNAs, respectively. The sequence position and distribution of the identified motifs among the candidate miRNAs is indicated in Table 5 and Fig. 11B, respectively. Submission of the initial two significantly conserved motifs to the TOMTOM RBP identification tool showed that sequence motif ([U/A][C/U][C/A][U/G/A/C]A) is potentially targeted and bound by the RNA binding motif 6 (RBM6) protein (Fig. 11C), while sequence motif ([C/U][U/A]GU) is potentially targeted and bound by human antigen R (HuR) and zinc finger CysCysCysHis domain-containing protein 14 (ZC3H14) proteins (Fig. 11D).

**Fig. 11:**
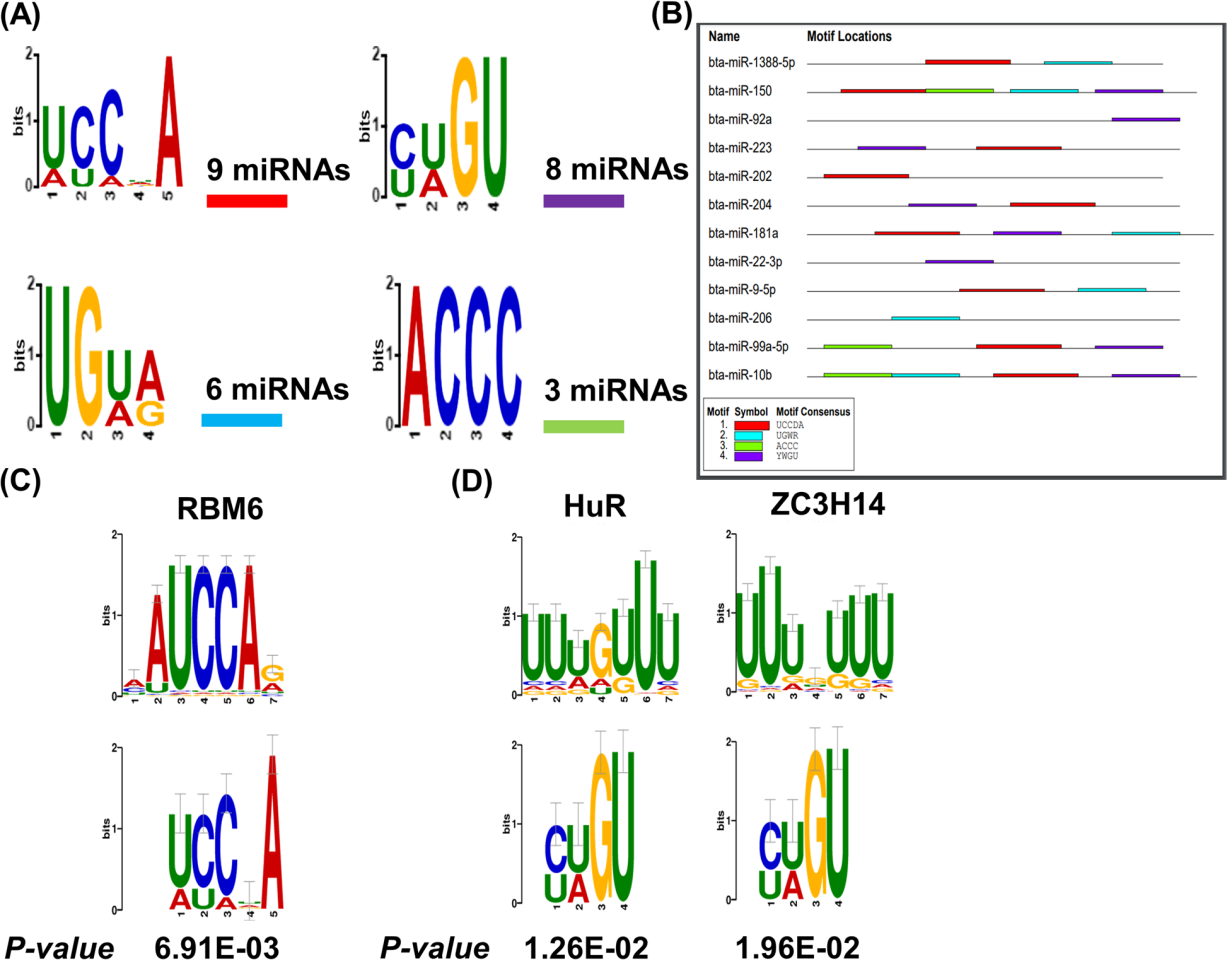
miRNA sequence motif analysis. Four identified, over-represented miRNA sequence motifs located amongst the upregulated miRNAs in differing numbers in the 42 °C compared to the 37 °C groups (**A**). Table depicting the location and distribution of the over-represented miRNA sequence motifs positioning on the upregulated miRNAs (**B**). Alignments of the ([U/A][C/U][C/A][U/G/A/C]A(**C**) and the [C/U][U/A]GU (**D**) miRNA sequence motifs with known RNA-binding proteins. (*p* < 0.05)

**Table 5:**
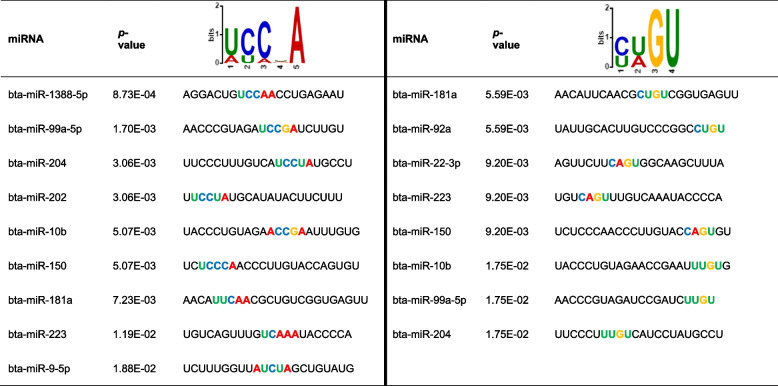
Identified motif positioning on the upregulated miRNAs in the HS (42 °C) compared to the thermoneutral (37 °C) groups

## Discussion

Oviductal fluid containing EVs have been identified as a major component safeguarding gametes from environmental stress [37, 38] and is regarded as the optimal milieu in which its composition reflects oviductal physiology [39]. Recent efforts have aimed to study the effects of HS on the oviduct both in vivo [40] and in vitro [41] through BOECs and EVs known to largely contribute and responsibly impact the composition of the oviductal fluid. In vivo, alterations in oviductal cells’ gene expression and EV concentrations have been reported, while similar significant alterations in *HSP70* and *OVGP1* expression were reported in vitro. *OVGP1* is a hormonally-regulated, carbohydrate-rich and traditionally-expressed protein-coding gene known to regulate receptivity and trophoblast adhesion. Alimiñana et al. [26], investigated the differential protein contents in BOECs and oviduct-derived EVs from in vivo and in vitro origin and revealed the absence of OVGP1 in in vitro cultured BOECs and corresponding EVs. Alternatively, in the present study oviductal organoids morphologically mirror their original tissue by forming round, cystic structures accompanied with an apical polarity in regard to a central lumen exhibiting encircling microvilli, consistent with previous reports of fallopian/oviductal organoids in mice [30, 31] and humans [29]. Moreover, our study revealed the detection of OVGP1, ZO1, and FOXJ1 in in vitro cultured organoids after passaging, indicating the suitability of our 3-D extended culture model to persist naïve-like identity, vital for the interpretation of the results in regard to oviductal physiology. Similarly, our gene panel revealed minimal differences amid in vitro cultured organoids in the mRNA expression of genes regulating cell proliferation and adhesion (*MKI67* and *CDH1*), ciliated cell function and differentiation (*LRRC6*, *TUBA1A*, *TUBA1B* and *TUBA1C*), and hormonal prostaglandin function (*PTGS2*, *PTGES* and *OXTR*) compared to naïve in vivo BOECs. Collectively, interspersed FOXJ1 + cells indicate ciliated cell presence, while stable *MKI67* mRNA levels amid in vitro cultured oviductal organoids and naïve in vivo BOECs reveal their active proliferation capacity. Similar to our previous work in endometrial organoids [42], in the present study ZO1 was found to be localized in both the nucleus and the cytoplasm. Such findings have been previously reported in monlayer cultures and several cell lines, and is posed to be correlated to the stage of cell growth and inversely connected to the extent and/or maturity of intercellular contacts [43]. Our study dually noted a significant increase in the transcript abundance for *TUBA1C*, which was also shown to be upregulated in oviductal fluid collected from the contra- versus ipsilateral bovine oviduct [44]. Additionally, in in vitro cultured HS oviductal organoids, the mRNA expression of *PTGS2* was signifncatly lower than in naïve in vivo BOECs, potentially indicating that the organoid cultures are not highly affected by in vitro ‘culture shock,’ which formally leads to an overproduction of reactive oxygen species (ROS) amidst cells [45], which has been shown in vivo [46] and in vitro [47] in regard to the oviduct. Additionally, in other studies the 3-D reproductive structures (organoids) have been shown to tolerably respond to exogenous hormonal stimuli [29, 48–50], a hallmark feature of mimicking in vivo function. In support of this notion, it was previously shown that small RNA profiles from 3-D culture-derived EVs of cervical cancer HeLa cells also showed to exhibit striking similarity (~ 96%) to circulating EVs found in vivo [51]. In this study, we have demonstrated for the first time the potential of oviductal organoids to systematically study the physiological and dynamic response of the oviduct to seasonal heat stress.

### HS-induced transcriptomic changes in oviductal organoids

High-throughput transcriptomic analysis of oviductal organoids cultured in vitro under thermoneutral and HS conditions revealed clear temperature-dependent clustering, indicative of a substantial physiological change governing oviductal organoids under HS conditions. In view of the oviduct and considering damaged cellular activity is prompted through HS (i.e. redox status and mitochondrial function, as well as protein folding), it is likely that the cellular response to the environment, acting as a dynamic machine, continuously diversifies and shifts an optimal milieu to a substandard microenvironment. These findings are in consonance with a recent in vivo study showing alterations in oviductal cells’ (ipsilateral and contralateral) gene expression from dairy cows under HS conditions [40]. Notably in our study, we found that of the 12,774 expressed genes, 11,725 genes were mutually expressed amongst both groups. Importantly, in terms of oviductal organoids long-term maintenance of naive-like physiology, in the present study, the RNA-sequencing dataset validated the presence of marker genes for BOEC function (*OVGP1*, *GPX4* and *HMGCR*) [52–55], which were stably expressed amid both groups of oviductal organoids following passaging during in vitro culture. Hence, the presented long-term 3-D organoid culture system functionally recapitulates certain validated aspects of the in vivo oviduct to satisfy novel descriptive studies, exemplified here, needed to address challenges in comprehending the early embryo–maternal interactions to conduct further functional studies.

Comparative analysis revealed, among the top highly abundant genes in both groups, we found genes related to early embryonic development (*ACTB* and *UBA52*), prostaglandin biosynthesis and the establishment/maintenance of pregnancy (*COX1*, *COX2* and *CST6*), as well as embryonic cellular senescence (*RPLP1* and *RPS15*). Uniquely, *COX1* is found to be upregulated as the transient embryo is present within the oviduct, suggesting synthesized prostaglandins interact with the embryo and facilitate embryo–maternal communication [56]. However, HS has been shown to largely disrupt the balance of vaginal prostaglandins (PGE2 and PGF2a), reducing oviductal smooth muscle motility, which is an important catalyst for the transportation of the gamete/embryo [57]. Correspondingly, in high abundance, were genes encoding functions in the sperm-oviduct interactions preceding early embryo development (*HSPA8* and *HSPA1A*), as well as genes reported to exert cryoprotective and anti-apoptotic effects as a consequence of stress (*HSPB1*). It is widely known that environmental cellular stress is directly connected to an immediate rapid induction of various heat shock proteins (HSPs). Convincing reports suggest HSPs (especially *HSPA1* and *HSPB1*), cohesively act as protective proteins through potentially downregulating signaling events leading to apoptosis [58]. Although, HSPs act as molecular chaperones critical for the maintenance of cellular homeostasis, increased amounts of HSPs can facilitate the suppression of overexpressed/mutated genes resulting from a loss of p53 function [59].

Upregulated genes (*CRISPLD2*, *HSPA6*, *SERPINE1*) in the thermal stressed groups could serve as potential indicators of the response of oviductal organoids to environmental heat stress. Higher expression of *CRISPLD2*, a secreted glycoprotein and target gene regulated by the P4-PR response, has been shown to potentially mediate the stromal-epithelial cross-talk during implantation and decidualization, largely dependent upon hormonal regulation [60]. Similarly, the HSP family member, *HSPA6*, shown to be involved in cellular response to stress, has been reported to be highly expressed in the ipsilateral oviduct likely in preparation for the presence of gametes and to facilitate embryo development [44]. Notably in our study, *SERPINE1*, which encodes a proteinase inhibitor, is shown to be involved in functional pathways governing cellular senescence. Cellular senescence contributes to the age-related decline in reproductive function and is known as a cellular response to stress aimed at inhibiting the proliferation of damaged cells, ultimately leading to a state of permanent growth arrest [61, 62]. Additionally, reports using *SERINE1* protease inhibitors to suppress oviductal protease activity through mediating the estrogen-epithelial ERa signaling, have been shown to be preeminent for fertilization and preimplantation embryo development [63].

In mammalian reproduction, it is widely known that mitochondria are inherited maternally and serve as energy factories, synthesizing the majority of the cells’ ATP predominantly through oxidative phosphorylation, in part, holding pertinent roles in metabolic functions governing embryonic development [64]. Results from the current study revealed the suppression of 1,348 genes in oviductal organoids following exposure to thermal stress, found to be involved in pathways related to oxidative phosphorylation and metabolic processes. Among the genes downregulated in oviductal organoids as a result of exposure to HS, *NDUFS8*, *NDUFS7*, *NDUFS6*, *NDUFS3*, *NDUFS2*, *COQ9*, *NDUFV2*, *ND3*, *NDUFV1*, *ND2* and *ATP5F1A*, *ATP5PB*, *ATP8*, *ATP6*, *ATP5MC2*, *ATP5MC3*, *ATP5F1C*, *ATP5F1D*, *ATP5MC1* are found to be involved in biological processes associated with mitochondrial function and ATP synthesis. Previous reports indicate that NADPH, supplies an antioxidant defense, while NADH promotes an increase in the oxidant load, generating ROS and sustained oxidative stress [65]. Therefore, genes suppressing the metabolic activity of high-functioning pathways (TCA cycle, pyruvate metabolism, fatty acid metabolism, etc.), promote an imbalance in mitochondrial NADH and NADPH, effecting ATP production, which leads to impairments in mitochondrial function, partly due to suppressed oxidative phosphorylation function. Interestingly, highly downregulated (FC = -73.4) *RBM3*, a stress-responsive gene, was shown to potentially have a mechanistic function to counteract the regulatory role of miRNAs by increasing inefficiencies in global protein synthesis under conditions of stress [66]. On the other hand, in agreeance with Stamperna and colleagues, our study concurred among the DEGs, the downregulation of *LOC512548* and *HP* (contralateral), as well as *SOCS3* (ipsilateral) in oviductal epithelial cells from dairy cows during the summer versus spring season [40]. Antileukoproteinase’s (*LOC512548)* role in inhibiting serine proteases, have been found to have antibiotic and anti-inflammatory functions in the human endometrium [67], as well as a coincidental function amidst the sperm-oocyte interaction in the human oviduct [68]. Taken together, our results demonstrate that the potential impact of seasonal heat stress on oviductal physiology is mediated by the dysregulation of genes responsible for mitochondrial function and energy metabolism, as well as reproductive and immune system responses.

### Oviductal organoid-derived EV-miRNA profiles in response to HS

Previous studies from our lab demonstrated the divergent EV-mediated molecular response of bovine granulosa cells to HS through their encapsulated miRNA cargoes, revealing their subsequent protective capacity against recurrent HS following co-incubation among naïve granulosa cells [14], as well as oocytes and embryos [15]. Similarly, in the present study, we detected a total of 251 EV-coupled miRNAs with 193 mutually expressed and 3 miRNAs (bta-miR-1246, bta-miR-148a, bta-miR-21-5p) sequentially expressed as the first, second and third most abundant among both groups. 

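bta-miR-148a, at rank 2 in both groups, took 6.72% of the summed mean CPM at 42 °C and 7.77% at 37 °C, with median values of 44025 and 62082 CPM. bta-miR-21-5p, at rank 3 in both groups, took 4.88% and 5.36%, with 66565 ± 24884 CPM (SD, n = 3) at 42 °C and 43902 ± 16195 at 37 °C. The log2 fold changes of bta-miR-1246 (0.79, standard error 0.93), bta-miR-148a (0.16, standard error 0.65) and bta-miR-21-5p (0.59, standard error 0.55) did not pass the test (adjusted p from 0.64 to 0.94, limma).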

In vitro functional analysis in a previously reported study demonstrated the antiapoptotic measures of bta-miR-1246 by targeting *PCBP2* and *CREBL2* in HEK293 cells [69]. In accordance with others [70, 71], our study revealed a high prevalence of bta-miR-148a, which is found to target *DNMT1* and improve the developmental capacity of porcine somatic cell nuclear transfer embryos [72]. Furthermore, studies in mice showed that miR-21 targets *PTEN* [73], leading to the hypothesis that bta-miR-21-5p activity may activate AKT and ERK1/2 signaling pathways in the bovine corpus luteum to promote angiogenesis [74].

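Of the 23 miRNAs that reached a mean of 10 CPM only at 42 °C, bta-miR-1388-5p alone passed the test between temperatures. It had 42, 41 and 46 recovered reads in replicates A, B and C at 42 °C and none in any library at 37 °C. With 3 reads allowed over the group at 37 °C, it was at least 45.9-fold higher at 42 °C (deposited TMM scale, counting error only). Its log2 fold change was 5.58 (standard error 0.81, adjusted p = 0.0010, limma), and the call was lost without replicate B at 37 °C (adjusted p = 0.053, limma). At 42 °C, 15 of the 23 miRNAs had reads in 1 library, 4 in 2 libraries and 4 in all 3. The median was 7 reads over the 3 libraries, and 15 miRNAs had fewer than 10. For example, bta-miR-7859 had its 19 reads at 42 °C in replicate B, a miRNA chosen after its values were seen. No read at 37 °C was found for 15 of the 23.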

Specialized miRNAs packaged into EVs (23 exclusively expressed), reveal temperature-dependent variations in EV-encapsulated bioactive cargo resulting from oviductal organoids subjected to either HS or thermoneutral conditions. 

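The mean CPM of bta-miR-150 at 42 °C was 124 times that at 37 °C, and the ratio was 21.3 for bta-miR-92a, 15.3 for bta-miR-223 and 12.4 for bta-miR-202. In recovered reads, bta-miR-150 had 440, 358 and 337 in replicates A, B and C at 42 °C against 3, 2 and 8 at 37 °C, and bta-miR-202 had 50, 62 and 30 against 3, 7 and 5. bta-miR-223, a marker of myeloid cells, had 12, 29 and 8 against 1, 0 and 2. With only 3 reads at 37 °C, the pooled ratio of bta-miR-223 on the deposited TMM scale was 17.4, with an exact 95% counting interval from 5.63 to 87.4. Its log2 fold change was 3.11 (standard error 0.78, adjusted p = 0.051, limma). In edgeR on the recovered reads its adjusted p was 0.048 and in DESeq2 0.017, and over all alternatives it ranged from 0.017 to 0.18.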

Among the miRNAs enriched in EVs released in response to HS, bta-miR-150, bta-miR-92a, bta-miR223 and bta-miR-202 were at minimum tenfold higher than in the thermoneutral groups. Pathway analysis of genes enriched by upregulated miRNAs include cellular senesce and p53 signaling pathways, which are critical in cell cycle processes involving proliferation and the maintenance of genomic and cellular integrity. Interestingly, in the present study, pathways related to cellular senescence are also the most significant pathways enriched by the DEGs in the oviductal organoids in response to HS. To our knowledge, this is the first evidence indicating bovine oviductal organoids use cellular senescence as a stress response mechanism to prevent stress-induced damage including oxidative stress, genotoxic damages and inflammation [75]. Notably, previous reports show that increased expression of miR-150 downregulates pro-apoptotic *P2X*_*7*_ mRNA expression in human cervical epithelial cancer cells [76]. Furthermore, as indicated in zebrafish, miR-92a-3p [77] and miR-202-5P [78], are maternally-derived miRNAs with critical functions in gametogenesis. It was shown that miR-92a-3p targets wee2, a cyclin-dependent kinase 1 inhibitor, regulating the cell cycle prior to the maternal-zygotic transition in cleavage-stage zebrafish embryos [77]. Additionally, miR-202-5P, which is enriched in EVs released in response to HS was also found to be highly abundant in early zebrafish embryos, suggesting its role in regulating primordial germ cell development throughout embryogenesis [78]. Therefore, although precautionary measures should be taken into account interpreting the species phylogenetic relationship, it is possible that oviductal organoids release EVs with the potential to shuttle specific miRNAs having a physiological role in early embryo development. Further functional studies to investigate the role of oviductal stress-associated EV-coupled miRNAs in regulating oviductal cells survival and potential to mediate early embryo development, is of great biological value.

In contrast to those miRNAs enriched in EVs released from oviductal organoids in response to HS, 35 miRNAs were found to be exclusively detected in EVs released from oviductal organoids cultured under thermoneutral conditions. 

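Of the 35 miRNAs that reached a mean of 10 CPM only at 37 °C, bta-miR-424-3p alone passed the test between temperatures. A further 8 miRNAs had reads in all 3 libraries at 37 °C and none at 42 °C, among them bta-miR-494 (5, 6 and 9 reads), bta-miR-758 (2, 8 and 5), bta-miR-339a (2, 9 and 4) and bta-miR-769 (5, 4 and 1). With 3 reads allowed over the group at 42 °C, on the deposited TMM scale, bta-miR-494 was at least 6.25-fold lower there and bta-miR-758 and bta-miR-339a at least 4.68-fold lower each. These bounds cover counting error only and not the spread between libraries. None of these 8 passed the test, and bta-miR-494 came nearest (adjusted p = 0.056, limma). Of the 35 miRNAs, 16 had reads in all 3 libraries at 37 °C, 11 in 2 libraries and 8 in 1. The median was 7 reads over the 3 libraries, and 23 of the 35 had fewer than 10, so most of these differences are near the limit of the depth.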

Among the miRNAs downregulated in EVs from the HS groups compared to the thermoneutral groups were: bta-miR-197, bta-miR-6518, bta-miR-370, bta-miR-23a, bta-miR-11980 and bta-miR-221; with bta-miR-424-3P, bta-miR-654 and bta-miR-323 exclusively-differentially expressed in the EVs from thermoneutral cultured oviductal organoids. 

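bta-miR-424-3p, from an X-linked cluster shared with miR-503, had 8, 26 and 19 recovered reads at 37 °C and 0, 2 and 0 at 42 °C (log2 fold change -3.58, standard error 0.76, adjusted p = 0.02, limma). The pooled ratio of 37 °C to 42 °C on the deposited TMM scale was 24.8, with an exact 95% counting interval from 6.54 to 210.3. Its call was lost in 7 of 20 alternatives, among them those without replicate A, B or C at 37 °C. bta-miR-654 (5, 19 and 10 reads at 37 °C, 2, 0 and 0 at 42 °C) and bta-miR-323 (4, 8 and 19 and 0, 0 and 1) did not pass the test (adjusted p = 0.057 and 0.14, limma). bta-miR-221 stood at 1369 ± 311 CPM at 42 °C and 3235 ± 357 at 37 °C (SD, n = 3; adjusted p = 0.097, limma), and bta-miR-23a at 115 ± 42.3 and 458 ± 127 (adjusted p = 0.078). bta-miR-11980 and bta-miR-6518 owed much of their mean at 37 °C to replicate C, with 330 and 129 reads there. bta-miR-197 had 4, 21 and 13 reads at 37 °C and 1, 0 and 2 at 42 °C.
bta-miR-370, bta-miR-654 and bta-miR-323 belong to the imprinted DLK1-DIO3 region. In the RefSeq gene table of assembly ARS-UCD2.0, the 19 measured miRNAs of this list all lie on 1 chromosome, within 101 neighbouring gene entries. Together they took 10954 ± 3135 (SD, n = 3) of every 1000000 miRNA reads other than miR-1246 at 37 °C and 2516 ± 1562 at 42 °C. Each library at 42 °C lay below each at 37 °C (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). bta-miR-127 of this list stood at 666 ± 507 CPM at 42 °C and 1529.6 ± 325 at 37 °C, and bta-miR-493 at 243 ± 273 and 681 ± 64.1 (SD, n = 3; adjusted p = 0.21 and 0.17, limma). The 6 miRNAs typical of fibroblasts and smooth muscle, whose reads at 42 °C are mostly bta-miR-143 (1718 of 2046), took 10023 ± 7086 of these reads at 37 °C and 12531 ± 8629 at 42 °C (exact two-sided permutation test, p = 0.5). From the miRNAs detected in 1 group, the paper states that the cargo of the EVs varies with temperature. It also reports clustering of the libraries by group, differentially expressed miRNAs found in both groups and RT-qPCR on independent samples. From the roles of the enriched miRNAs in embryos of other species, and with a caution on the distance between species, it names as a possibility that EVs of oviductal organoids carry miRNAs with a role in early embryo development.

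**Figure D2:**
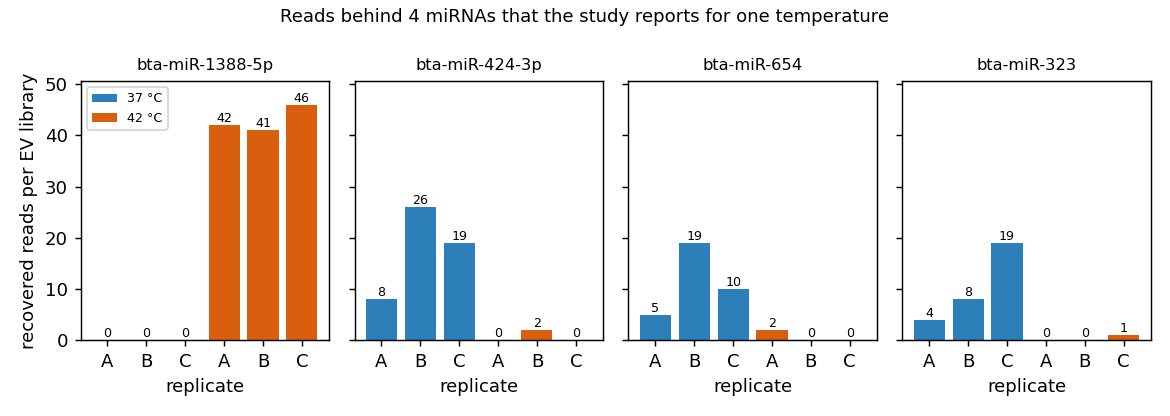
Recovered reads of 4 miRNAs that the study reports for 1 temperature, in each EV library (replicates A, B and C; blue bars 37 °C, orange bars 42 °C). bta-miR-1388-5p had 41 to 46 reads in the libraries at 42 °C, and the others had at most 2 reads in any library at 42 °C.

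**Figure D3:**
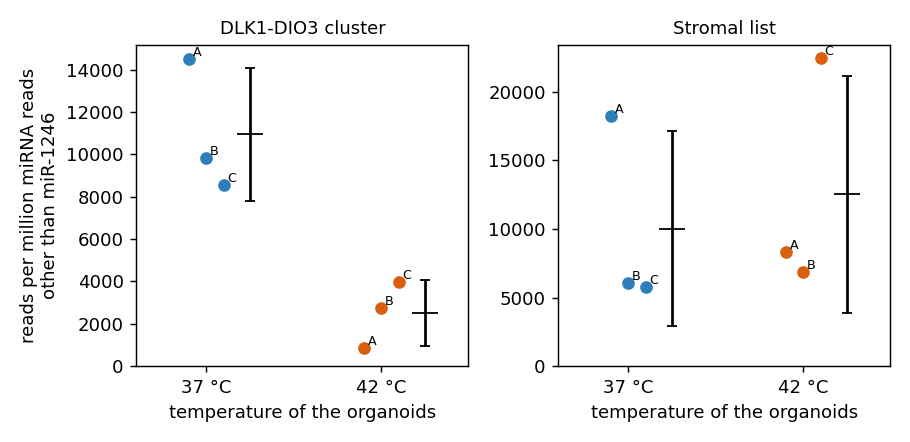
Reads of the DLK1-DIO3 list and of the stromal list per 1000000 miRNA reads other than miR-1246, in each library (points, replicates A, B and C), with the mean and SD beside them (black). For the DLK1-DIO3 list, the libraries at 42 °C lie between 854 and 3955 and those at 37 °C between 8531 and 14495.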

We found genes targeted by the downregulated miRNAs involve pathways regulating cellular senescence, as well as MAPK and FoxO signaling, with functions in cell-cycle arrest and intracellular signal transduction. Recent studies show miR-197-3p to be dramatically downregulated in ovarian tissues of patients with polycystic ovarian syndrome and in KGN human granulosa cell lines [79]. It was also confirmed that miR-197-3p targets *CUL3*, and its overexpression induces apoptosis by modulating caspase 3 and Bax (apoptotic) and bcl-2 (anti-apoptotic) protein expressions [79]. Similar reports indicate miR-370-3p inhibits cell proliferation and induces apoptosis in endometriotic cyst stromal cells by suppressing SF-1 [80]. These findings along with ours suggests the dysregulation of the aforementioned miRNAs due to HS might lead to the development of novel therapeutic targets underlying reproductive anomalies, organismal aging and human diseases.

We have previously shown the relevance of EV-coupled miRNA signaling in reproductive cells, in which certain miRNA species are selectively enriched in EVs in response to various stressors [14]. It seems clear that selective enrichment of EV-miRNAs stems in part from the physiological response of oviductal organoids to HS, with potential negative impacts on bystander cells and the gamete/embryo. However, detailed mechanisms underpinning how specific miRNAs are enriched in EVs released in response to HS are largely unknown. Recent reports indicated the involvement of specific RNA binding proteins (RBPs) and unique miRNA sequence motifs in EV-miRNA sorting versus cellular retention in a tissue/cell dependent manner [33–36]. To this point, in order to shed light on the potential mechanisms involved in miRNA sorting into EVs by oviductal organoids in response to HS, we employed computational technologies to identify miRNA sequence motifs and their target RBPs for 12 miRNAs enriched in EVs released from oviductal organoids following exposure to HS. Accordingly, two miRNA sequence motifs shared by 9 out of the 12 miRNAs were found in EV-coupled miRNAs released in response to HS. Further in silico analysis revealed that the identified motifs are recognized by RBPs, namely: RBM6, HuR and ZC3H14. Among these previous studies, it has been revealed that HuR, a regulator of cytoplasmic mRNA fate, alters the cellular response to proliferative, stress, apoptotic, differentiation, senescence, inflammatory and immune stimuli [81]. Moreover, cellular oxidative stress has implicated HuR to impair responses to oxidant damage that characterizes cellular senescence and advancing age [32]. Phosphorylated HuR using an ATP analog activated PKCα, promoted the export of HuR to the cytoplasm, where its target *COX2*, became more stable [32]. Notably, *COX1* and *COX2* play important roles in the smooth muscle layer and epithelial cells within the oviduct [56]. Regardless, further studies are required to investigate the interplay between miRNA motifs and RBPs in mediating the oviductal response to external stimuli, such as HS and their impacts on cellular survival and function during the maternal-embryo interaction.

## Conclusions

Our study incorporates both an innovative approach and novel techniques pushing the threshold to: 1) generate a new viewpoint on the oviducts’ capacity to undergo critical changes to external stimuli to safeguard the resulting gamete/embryo; 2) establish multifaceted, functional studies focused on oviduct signaling (organoids/EVs) and signatures potentially regulating stress response; 3) a potential platform to generate physiologically relevant EVs for implementation in current assisted reproductive technologies systems, aiming to enhance embryo survival and viability under various environmental and pathophysiological conditions (i.e. bystander effect). Finally, we have provided a comprehensive insight into the cellular and extracellular response of oviductal organoids to HS, yielding a structural footing to investigate the functional applicability and regulatory role of RNA cargoes (mRNA and miRNA) in modulating the fine-tuned oviductal microenvironment, essential for early stages of life. Further studies stemming from this work are needed to focus on the functional analysis of genes and EV-coupled miRNAs and their involvement in mediating the impact of physiological changes amid the oviduct microenvironment on the developing gamete/embryo and subsequent establishment of pregnancy. Taken together, oviductal organoids thusly provide a non-invasive approach to investigate normal and pathological reproductive processes, from a traditionally inaccessible organ.

## Methods

### Collection of bovine oviductal epithelial cells (BOECs)

Complete reproductive tracts including oviducts and ovaries (*n* = 10; a pool of 2 animals per replicate) were obtained from a local slaughterhouse (JBS Foods, USA) at the discretion of BPO Parts LLC (La Salle, CO) and transported within 1 h following collection via an insulated box containing physiological saline solution (0.9% NaCl) warmed to 37 °C to the Animal Reproduction and Biotechnology Laboratory for processing. Upon arrival, reproductive tracts were evaluated for the stage of the estrous cycle, dependent on the presence or absence of a fully formed, active corpus luteum with visible vasculature around its periphery. Resected ovaries containing complete contra- and ipsilateral oviducts from assessed stage II, diestrus tracts were initially washed through a physiological, warmed saline solution and subjected to a 70% ethanol rinse, followed by repetitive washings through a warmed saline solution. To offset the variability in abattoir-derived reproductive material, the same oviducts were represented in samples subjected to the differing ambient culture conditions (37 °C and 42 °C). Oviducts were trimmed from surrounding the tissues,opened longitudinally and processed according to previously defined measures [82, 83] by exposing the oviductal lumen, followed by scraping with a scalpel blade (Hill-Rom Holdings 371,120) in Handling Medium (HM) [HM; MEM Eagle with Earle's Salts (Sigma-Aldrich M2279) containing 25 mM HEPES (Sigma-Aldrich H0887), 100 U/ml Penicillin-0.1 mg/ml Streptomycin (Sigma-Aldrich P4333), 0.1 mM Pyruvate (Gibco 11,360–070), 2 mM Glutamax (Gibco 35,050–061) and Bovine Serum Albumin (5% v/v) (Sigma-Aldrich A9418)] to collect epithelial cells from the entire length of the oviduct for dissociation by enzymatic digestion. Subsequently, the solutions were passed through a 40 µm cell strainer (Greiner 542,040) to remove residual stromal and inflammatory cells then backwashed with RPMI-1640 medium (Gibco 11,875–085). The ensuing suspensions were then pelletized through centrifugation at 1000 xg for 10 min, washed in 1 mL DMEM/F-12 (Gibco 21,041–025), and finally resuspended in 20x (v/v) phenol red-free, growth factor reduced UltiMatrix (Cultrex; Boitechne BME001-05).

### Oviductal organoid culture

Parameters to establish organoid cultures were determined as we have previously described [50]. Unless indicated otherwise, all chemicals were manufactured by Sigma-Aldrich. Briefly, the homogenized UltiMatrix suspension, as described above, was aliquoted in 25 µL microdrops in a 48-well culture plate (Corning 3548), and allowed to strengthen formation for 30 min at 37 °C. The 3-D suspensions were then overlayed with 250 µL of Organoid Medium (OM) (OM; DMEM/F-12 without phenol red (Gibco 21,041–025), 100 μg/mL primocin (Invivogen ant-pm-1), 2.5 mM L-glutamine, 2% B27 Plus (Gibco A35828-01), 1% N2 (Gibco 17,502–048), 1% Insulin–transferrin–selenium (Gibco 41,400–045), 1 mM nicotinamide (N0636), 50 ng/mL recombinant human EGF (R&D Systems 236-EG), 50 ng/mL recombinant human FGF-10 (PeproTech 100–26), 100 ng/mL recombinant human Noggin (R&D systems 6057-NG/CF), 0.5 μM TGFβ/Alk inhibitor A83-01 (Tocris 2939), 1.25 mM N-acetyl-L-cysteine (EMD Millipore 106,425), 10 μM SB202190 (S7067), 10 μM Y27632 (EMD Millipore 688,000) as previously described [50, 82, 83]. For all experiments, organoid culture suspensions were in a confined chamber regulated to 37 °C and 5% CO_2_ in humidified air for growth and development prior to exposure to 42 °C to induce thermal stress. The OM was refreshed by half (v/v) every two to three days with passaging occurring weekly every 7^th^ day. For passaging, the UltiMatrix containing the organoids were collected and pelletized via centrifugation at 1,000 xg for 10 min, washed in 1 mL of DMEM/F-12 with agitation applied from vigorous pipetting to induce dissociation and yield mostly single cells, followed by replating according to the same procedure described above. Organoids of low passage number (P1D7) were used for the experiments described.

### Histology

Histological preparation of intact oviduct and oviductal organoids was performed as we have previously described [82, 83]. Briefly, organoid VitroGel^®^ suspensions were soaked in 250 µL of VitroGel^®^ Cell Recovery Solution and washed with DMEM/F-12 followed by DPBS (1X) and centrifuged at 600 xg for 6 min. After centrifugation, organoid pellets were fixed in 4% paraformaldehyde for 30 min and embedded in 2% agarose gel (Bio-Rad 1,613,101). Agarose-embedded organoids were stored in 70% ethanol until processing, then embedded in paraffin wax, sectioned (6 μm), and stained using hematoxylin and eosin (H&E) and assessed for normal oviductal epithelial cell architecture.

### Immunohistochemistry

Organoid preparation for immunohistochemistry was performed as we have previously described [50, 82, 83]. Briefly, paraffin wax embedded organoids were mounted on Superfrost Plus slides, deparaffinized then rehydrated through graded alcohols until distilled water. Antigen retrieval was then accomplished by subjection to citrate buffer (pH 6; 96 °C for 20 min) and blocked with hydrogen peroxide then washed in distilled water. Slides were then incubated with primary (4 °C overnight) and HRP-conjugated and/or biotinylated secondary antibodies (OVGP1; Biotin Ms IgG, ZO1; Rb IgG HRP, and FOXJ1; Biotin Rb IgG), respectively. A list of the antibodies and dilutions is indicated in (Additional file 9: Table S9). Negative reagent controls provided utilized the same staining procedures in the absence of the primary antobody incubation step. Prior to microscopy evaluation, slides were activated using the RTU Vectastain kit (Vector Laboratories) for 30 min and visualized using Vectastain ABC-HRP and DAB substrate solution (Vector Laboratories) counterstained with hematoxylin. Incubations took place at a room temperature environment with TBS-T solution used as a washing buffer. Slides were assessed for localization and presence of OVGP1, ZO1, and FOXJ1 staining.

### Exposure of oviductal organoids to heat stress

Following the culmination of the first passage (14 days from initial collection), organoids were removed from UltiMatrix using Organoid Harvesting Solution (Cultrex; Biotechne 3700–100-01) and transferred to VitroGel^®^ (TheWell Bioscience VHM04-K), a synthetic, xeno-free extracellular matrix. At this point, the 3-D matrices were incubated for 30 min at 37 °C to become less fluidic, according to the procedure described above. Finally, the OM was replenished followed by culturing for an initial 24 h priming period at 37 °C and 5% CO_2_ in humidified air. Thermoneutral organoids remained at 37 °C for an additional 24 h, while for experiments with heat stress organoids were transferred to a confined chamber regulated to 42 °C in an atmosphere of 5% CO_2_ in humidified air for the remaining 24 h. Experiments were replicated a total of eight times to gauge variability in abattoir-derived reproductive material for both culture environments.

### Collection of cultured oviductal organoids and conditioned medium for downstream analysis

Following the collection of conditioned OM, the 3-D organoid suspensions were collected and suspended in VitroGel^®^ Cell Recovery Solution (TheWell Bioscience MS03-100), washed with DMEM/F-12 and pelletized by centrifugation at 600 xg for 6 min. Organoid pellets were snap frozen in liquid nitrogen and stored at -80 °C for downstream use. The EV-containing conditioned OM were then centrifuged in sequential order at 500 xg for 10 min, 3,000 xg for 10 min and 17,200 xg for 30 min and filtered through a 0.22 µm sterile filter (Millex^®^ SLGPR33RB) to remove residual cellular contaminants, large particles and protein aggregates. All centrifugation steps were performed at 4 °C. Bovine oviductal organoid-derived EVs were isolated from ~ 10 mL of conditioned OM (8 replicates/treatment group) using ultracentrifugation followed by size exclusion chromatography (SEC). Briefly, OM were subjected to two consecutive rounds of ultracentrifugation at 120,000 xg for 70 min in the Optima XE-90 Ultracentrifuge using the SW 55Ti rotor (Beckman Coulter A94471). Isolated EVs were further standardized by elution in 180 µL of sterile DPBS (1X) (ThermoFisher Scientific 14,190–144) using the Exo-spin™ mini columns (CELL guidance systems EX03-50) according to the manufacturer’s protocol. Isolated EVs were then stored at -80 °C for further characterization and molecular analysis.

### Characterization and quantification of oviductal organoid-derived EVs

EV identification and characterization were carried out according to guidelines detailed by the International Society for Extracellular Vesicles [84], including EV marker protein validation, nanoparticle concentration/size distribution and morphological visualization as described below. Detailed information regarding experimental procedures has been submitted to the EV-TRACK knowledgebase (https://evtrack.org/) (EVTRACK ID: EV230000)[85].

#### Western blotting (WB)

Immunoblotting technique was performed for isolated EVs to detect EV and cellular protein markers. For this, proteins were extracted from oviductal organoid cells and the corresponding EVs using RIPA buffer (Marker Gene™ Technologies M2777). Protein lysates were then boiled with 4 × Laemmli Sample Buffer (Bio-Rad 1,610,747) and 2-Mercaptoethanol (Bio-Rad 1,610,710) at 95 °C for 5 min prior to loading on a 4–15% (w/v) Tris–Glycine Stain Free Gel (Bio-Rad 4,568,084). Electrophoresis was performed for 15 min at 90 V followed by 30 min at 200 V with Precision Plus Protein Dual Color Standards as a molecular weight marker (Bio-Rad 1,610,374). Separated proteins were transferred (100 V for 60 min at 4 °C) to a 0.20-µm pore nitrocellulose membrane (Bio-Rad 1,620,112) and blocked for 1 h at room temperature in 5% (w/v) Non-Fat Dry Milk (Bio-Rad 1,706,404) and further incubated over night at 4 °C with a primary antibody against each marker protein (System Biosciences; rabbit polyclonal TSG101 EXOAB-TSG101-1, rabbit polyclonal FLOT1 EXOAB-FLOT1-1, rabbit polyclonal CD63 EXOAB-CD63A-1) (Sino Biological rabbit polyclonal Cytochrome C 102139-T42). Afterwards, membranes were washed 5 times with TBS-T solution and exposed to the secondary antibody (System Biosciences; Goat anti Rabbit HRP) for 1 h at room temperature. Bands and signals were enhanced using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (ThermoFisher Scientific 34,579) and imaged using the ChemiDoc XRS + chemiluminescence system with Image Lab™ Software (version 6.0.1 build 34) (Bio-Rad). A list of the antibodies and dilutions is indicated in (Additional file 9: Table S9) with full length blots provided (Additional file 10: Fig. S1).

#### Nanoparticle tracking analysis (NTA)

A ZetaView^®^ QUATT 4 Nanosight Instrument (Particle Metrix) was used to determine the particle concentration and size distribution in all EV samples. Briefly, isolated EVs were diluted in sterile DPBS (1X) and loaded into the device and analyzed. Measurements were taken at 11 positions via scatter mode using a 488 nm laser to determine the size distribution and concentration within a sample. Analysis of EV concentrations were calculated using the Zetaview Software (version 8.05.12 SP1) before and after sample dilution.

#### Transmission electron microscopy (TEM)

For morphological evaluation of oviductal organoid-derived EVs, we performed negative staining TEM of EVs by adsorption onto mesh copper grids with carbon-coated formvar film (Electron Microscopy Sciences FCF 400-Cu). For this, grids were placed film side down on parafilm containing drops of 1% Alcinan Blue 8GX (Sigma-Aldrich 33,864–99-2) for 5 min, followed by washing with ddH_2_O for 15 s. Afterwards, the grids were floated on a 5 µL drop of isolated EVs for 10 min, prior to fixing in 2.4% uranyl acetate (Electron Microscopy Sciences 22,400) for 30 s. After fixing, samples were set to dry for imaging on a JEOL JEM-1200 EX transmission electron microscope.

### RNA isolation

Total RNA was isolated from organoid cells (5 replicates/treatment group, a pool of samples from 2 animals per replicate) using an RNeasy^®^ Plus Micro Kit (Qiagen 74,034). To remove genomic DNA contaminants, on-column DNA digestion was performed using RNase-free DNase (Qiagen; Hilden, Germany). Similarly, an Exosomal RNA Isolation Kit (Norgen Biotek Corp. 58,000) was used to isolate total RNA enriched with small RNA from oviductal organoid-derived EVs (3 replicates/treatment group, a pool of 2 animals per replicate) according to the manufacturer’s protocol. In both cases, RNA quality control and concentration were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies G2939BA) and NanoDrop™ 2000 Spectrophotometer (ThermoFisher Scientific ND-2000), respectively.

### RNA library preparation and sequencing

RNA libraries and next-generation sequencing (NGS) were conducted by Novogene Co., LTD (California, USA). For mRNA transcriptome profiling, RNA libraries were generated using a NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina (NEB E7530L) and for miRNA profiling, small-RNA libraries were prepared using a TruSeq Small RNA Library Prep Kit (Illumina RS-200) according to the manufacturer’s instructions. Library quantity and quality assessments were performed using a Qubit^®^ DNA HS Assay Kit on a Qubit^®^ 2.0 Fluorometer and an Agilent DNA High Sensitivity Kit in an Agilent 2100 Bioanalyzer, respectively. Library concentrations were calculated using quantitative PCR measures then pooled in equimolar ratios and sequenced in a NovaSeq6000 sequencing instrument (Illumina) as paired (150 bases) or single-end (50 bases) reads for the transcriptome and miRNA sequencing, respectively.

### RNA-seq data analysis

FASTQ files were generated for each sample using the software bcl2fastq (Illumina) with FastQC tool version 0.11.9 assessing their quality. Data were analyzed using the CLC Genomics Workbench software, version 21 (www.qiagenbioinformatics.com). Trimming of raw sequencing reads was based on quality score (Q‐score > 30), ambiguous nucleotides (maximum two nucleotides allowed), read length (≥ 15 nucleotides), and removal of adapter sequences. Reads were mapped to the bovine reference genome (ARS-UCD1.2) and small-RNA reads were annotated against bovine precursor and mature miRNAs listed in the mirBase database (release 22) using the CLC Genomics Workbench RNA-seq Analysis and Quantify miRNA tools, respectively, with default software parameters applied. Normalization of raw expression data was performed using the trimmed mean of M-values (TMM) normalization method [86] and presented as either transcripts per million (TPM) or TMM-adjusted counts per million (CPM), for genes and miRNAs, respectively. For genes, the expression threshold was determined by the zFPKM method using the zFPKM R package v.1.16.0 [87]. The zFPKM transform/normalization method is used to determine, with high consistency, the threshold of expressed transcripts avoiding the low-abundance and biological noise transcripts due to sequencing errors, and/or off-target read mapping. zFPKM values are calculated from the distribution of the log2 (TPM values) after fitting to the right side of the major peaks of each gene expression curve to a half-Gaussian curve, mirrored into a full Gaussian distribution, and then transformed log2(TPM) into zFPKM from this fit. Based on the recommended zFPKM score that considers the expressed/active genes [79], genes with zFPKM >  − 3 in all replicates were considered as expressed. A miRNA with an average value of CPM ≥ 10 was considered to be expressed. The CLC Genomics Workbench Differential Expression tool was used for the expression analysis comparison of the two groups. Differential expression was considered based on a negative binomial Generalized Linear Model (GLM) function. DEGs and DE-miRNAs were filtered based on FC ≥ 2 and *P-*adjusted value FDR < 0.05 [88]. The raw FASTQ and processed CSV files for the transcriptome and miRNA sequencing data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) with the accession numbers GSE221929 and GSE221895, respectively.

### Target gene prediction, ontological classification and pathway analysis

Genes targeted by the DE-miRNAs were identified using the miRWalk database [89]. Within miRWalk, validated target genes from miRTarBase (version 7.0) and commonly targeted genes predicted by TargetScan (version 7.1) and miRDB (release 5.0) were selected for ontological classification and pathway analysis. Both targeted genes and DEG lists were submitted to the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics web tool v. 2021 (http://david.abcc.ncifcrf.gov/) for pathways and ontological classification enrichment analysis using the EASE Score (a modified Fisher Exact p-value) with a threshold of less than or equal to 0.05. Pathways and biological processes (BPs) were determined from the KEGG database [90], and GOTERM_BP_DIRECT annotation set, respectively. The interaction networks of the miRNAs, targeted genes, and DEGs were constructed with Cytoscape software [91].

### Quantitative real time PCR validation of candidate mRNA and miRNA

In order to validate the in vivo biomimicry of in vitro produced organoids, as well as the NGS data for DEGs and DE-miRNAs, quantitative real-time PCR (qRT-PCR) expression analysis was performed for selected transcripts and miRNAs in oviductal organoid cells and oviductal organoid-derived EVs, respectively. Additionally, naïve BOEC samples were used as a control in the organoid characterization experiment. For the functional characterization of in vitro produced organoids and validation of candidate DEGs, equal amounts of total RNA (~ 638 ng/µL and ~ 1024 ng/µL, respectively) extracted from independent organoid samples was reverse transcribed to generate cDNA, using the SuperScript™ III First-Strand Synthesis Super Mix Kit (Invitrogen 18,080,400) with random hexamer and oligo d(T) 20 primers, according to the manufacturer’s instructions. The gene panel were strategically constructed to characterize the functionality of in vitro produced organoids (*n* = 3), while ten candidate genes for the validation of the DEGs (*n *= 4) were randomly selected, with gene-specific primers designed using the Primer-Blast tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). All primers are indicated in Additional file 11: Table S10. Quantification of each candidate gene was performed in 20 µl reaction volumes containing 0.5 μL of each primer (10 µM), 10 μL of iQ SYBR Green Supermix (Bio-Rad 1,708,880), 7 μL of ddH_2_O and 2 μL of the cDNA template. The following thermocycling conditions were applied for amplification: initial denaturation at 95 °C for 3 min, followed by 40 cycles of amplification at 95 °C for 15 s., 60 °C for 30 s., 72 °C for 30 s. The specificity of the amplification was determined from the melting curve analysis generated following each run. The geometric mean of expression levels of *β-ACTIN* and *GAPDH* was used to normalize the expression of the candidate genes.

Four DE-miRNAs (bta-miR-150, bta-miR-92a, bta-miR-223 and bta-miR-202) were chosen for quantification in the samples described above using TaqMan™ miRNA Assays (Applied Biosystems™) according to the manufacturer's instructions. Briefly, 5 ng/µL of total RNA were reverse-transcribed using a TaqMan™ microRNA Reverse Transcription Kit (Applied Biosystems™ 4,366,596). The reaction mixture (7.5 μL) constituted 0.75 μL dNTP mix w/dTTp (100 M total), 0.075 μL 10X RT buffer, 0.095 μL RNase inhibitor (20U/μL), 0.5 μL Multiscribe™ RT enzyme (50U/μL), 1.5 μL of the given miRNA-specific stem-loop primer, and 2.5 μL of RNA (5 ng/μL). The miRNA-specific cDNA reaction mixture was incubated at 16 °C for 30 min, 42 °C for 30 min then followed by 85 °C for 5 min For miRNA quantification, 20 μL qRT-PCR mixtures were prepared in a 96-well PCR plate with 10 μL TaqMan™ Universal PCR Master Mix, no AmpErase™ UNG (Applied Biosystems™ 4,324,018), 1 μL miRNA-specific TaqMan microRNA probe (FAM, 250 nM), 7 μL ddH_2_O and 2 μL of the RT product. The following thermocycling conditions were applied for amplification: initial denaturation at 95 °C for 10 min, followed by 40 cycles of amplification at 95 °C for 15 s. and 60 °C for 1 min Expression normalization was performed against small nuclear RNA (U6), as it stably resembled the mean expression values for all miRNAs. All qRT-PCR validation analyses were performed using the CFX96 Touch Real-Time PCR Detection System (Bio-Rad) and expression data analysis was performed using a comparative threshold cycle (CT) method [92]. All data are shown as the mean ± SEM and the differences between means were analyzed using one-way ANOVA followed by Tukey’s Multiple Comparisons Test in biologically independent samples (*n* = 4). Statistical significance (*) between the 42 °C compared to the 37 °C groups were determined at (*p* < 0.05).

### MicroRNA sequence motif and RBP identification and analysis

Sequence-specific miRNA motifs (4–6 nucleotides), enriched in the upregulated miRNAs (including the significantly, exclusively expressed miRNAs; *n* = 13) versus the downregulated miRNAs (including the significantly, exclusively expressed miRNAs; *n* = 9 as control sequences) in EVs derived from oviductal organoids exposed to HS, were identified using Multiple Expectation Maximization for Motif Elicitation (MEME) suite v. 5.5.0 https://meme-suite.org [93]. Motifs commonly detected in at least 50% of the submitted miRNAs were selected for further analysis to determine the motif-associated RBPs using a TOMTOM motif comparison tool [94].

### Supplementary Information

**Additional file 1: Table S1. **Summary of sequence reads for oviductal organoids mapped to the bovine reference genome.

**Additional file 2: Table S2. **Differentially expressed genes in 42°C compared to 37°C group.

**Additional file 3: Table S3A. **KEGG pathway analysis for differentially expressed genes enriched in 42°C compared to 37°C group. **Table S3B. K**EGG pathway analysisfor differentially expressed genes enriched in 42°C compared to 37°C group.

**Additional file 4: Table S4A. **Biological process (BP) analysis for differentially expressed genes enriched in 42°C compared to 37°C group. **Table S4B. **Biological process (BP) analysis for differentially expressed genes enriched in 42°C compared to 37°C group.

**Additional file 5: Table S5. **Summary of sequence reads for oviductal organoid EVs mapped to the bovine reference genome and annotated against bovine miRNAs listed in the mirBase database.

**Additional file 6: Table S6. **A complete list of all expressed miRNAs indicated as the mean of TMM-adjusted Counts Per Million (CPM) value.

**Additional file 7: Table S7A. **KEGG pathway analysis for genes targted by the differentially expressed miRNAs in 42°C compared to 37°C group. **Table S7B. **KEGG pathway analysis for genes targted by the differentially expressed miRNAs in 42°C compared to 37°C group.

**Additional file 8: Table S8A. **Biological process (BP) analysis for genes targted by the differentially expressed miRNAs in 42°C compared to 37°C group. **Table S8B. **Biological process (BP) analysis for genes targted by the differentially expressed miRNAs in 42°C compared to 37°C group.

**Additional file 9: Table S9. **List of Antibodies used.

**Additional file 10: Figure S1. **Western blot analysis of extracellular vesicle and  cellular protein markers.

**Additional file 11: Table S10. **Sequence specific primers used for qRT-PCR analysis.

## Data Availability

Datasets generated during the current study including the raw FASTQ files and processed CSV files for genes and miRNAs were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) and can be accessed with accession numbers GSE221929 and GSE221895, respectively. Experimental procedures related to EV experiments have been submitted to the EV-TRACK knowledgebase (https://evtrack.org/) (EVTRACK ID: EV230000).

## Abbreviations

HS: Heat stress
EV: Extracellular vesicle
BOEC: Bovine oviductal epithelial cell
HSP: Heat shock protein
ROS: Reactive oxygen species
RBP: RNA-binding protein
HM: Handling medium
OM: Organoid medium
SEC: Size exclusion chromatography
NTA: Nanoparticle tracking analysis
TEM: Transmission electron microscopy
FC: Fold change
QC: Quality control
NGS: Next-generation sequencing
PCA: Principal component analysis
GO: Gene ontology
TMM: Trimmed mean of M-values
TPM: Transcripts per million
CPM: Counts per million
GLM: Generalized linear model
DEG: Differentially expressed genes
DE-miRNAs: Differentially expressed miRNAs
GEO: Gene expression omnibus
DAVID: Database for annotation, visualization, and integrated discovery
BP: Biological processes
MEME: Multiple expectation maximization for motif elicitation
NCBI: National center for biotechnology information

# Supplementary material for: Bovine oviductal organoids: a multi-omics approach to capture the cellular and extracellular molecular response of the oviduct to heat stress
**Source:** BMC Genomics. 2023 Oct 27;24:646. doi: 10.1186/s12864-023-09746-y
**Supplement:** Supplementary file 9 — Additional file 9: Table S9. List of Antibodies used.

| **Target** | **Catalog #** | **Dilution** | **Manufacturer** |
| --- | --- | --- | --- |
| FOXJ1 | HPA005714 | 1:100 | Sigma Aldrich |
| ZO1 | 61-7300 | 1:200 | Invitrogen |
| OVGP1 | sc-377267 | 1:50 | Santa Cruz Biotechnology |
| SignalStain® Boost IHC Detection Reagent (HRP, Rabbit) | #8114 | NEAT | Cell Signaling Technologies |
| Goat Anti-Rabbit IgG Antibody (H+L), Biotinylated | BA-1000 | 1:500 | Vector Laboratories |
| Horse Anti-Mouse IgG Antibody (H+L), Biotinylated | BA-2000 | 1:500 | Vector Laboratories |
| Anti-TSG101 | EXOAB-TSG101-1 | 1:100 | System Biosciences |
| Anti-FLOT1 | EXOAB-FLOT1-1 | 1:100 | System Biosciences |
| Anti-CD63 | EXOAB-CD63A-1 | 1:100 | System Biosciences |
| Cytochrome c | 102139-T42 | 1:200 | Sino Biological |
| Additional File Table S9. List of Antibodies used. |  |  |  |

# Supplementary material for: Bovine oviductal organoids: a multi-omics approach to capture the cellular and extracellular molecular response of the oviduct to heat stress
**Source:** BMC Genomics. 2023 Oct 27;24:646. doi: 10.1186/s12864-023-09746-y
**Supplement:** Supplementary file 11 — Additional file 11: Table S10. Sequence specific primers used for qRT-PCR analysis.

| **Gene Name** | **Accession Number** | **Primer Sequences** |
| --- | --- | --- |
| MKI67 | XM_015460791.2 | F5`-GCAGCTTCGGTGATTCCACG-3´ R5´-CAGGCAACCCCCAAAGGAGA-3´ |
| CDH1 | NM_001002763.1 | F5`-GGGCTGGACCGTGAGAGTTTT-3´ R5´-GTTGTGCTCAAGCCTTCGCC-3´ |
| LRRC6 | XM_005207958.4 | F5`-TGCAATGAGTCCATAGGCAAGGA-3´ R5´-GGAAAAGCGCACTTCCTGGG-3´ |
| TUBA1A | NM_001166505.1 | F5`-CATCCCCATGGTGACCGAGTT-3´ R5´-GAGATGCACTCACGCATAGTTG-3´ |
| TUBA1B | NM_001114856.1 | F5`-AACCGGGACCCGTGTCTACT-3´ R5´-GGAGATGCACTCACGCATGG-3´ |
| TUBA1C | NM_001034204.1 | F5`-ACTTCTCCCCCGGACTCCTTA-3´ R5´-AGATGCACTCACGCATAACGG-3´ |
| PTGS2 | NM_174445 | F5`-CGATGAGCAGTTGTTCCAGA-3´ R5´-GAAAGACGTCAGGCAGAAGG-3´ |
| PTGES | NM_174443.2 | F5`-GGCTGCGGAAGAAGGCTTTTG-3´ R5´-TCCACATCTGGGTCGTTCCG-3´ |
| OXTR | NM_174134.2 | F5`-GCGCCCAAGGAAGCCTCAC-3´ R5´-AGGAAGCGCTGCACAAGTTC-3´ |
| HSPA1A | NM_203322 | F5`-GGGGAGGACTTCGACAACAG-3´ R5´-GAAGTCGATGCCCTCGAACA-3´ |
| HSPH1 | NM_001075302 | F5`-TCCCAGATGCTGACAAAGCTA-3´ R5´-CAGCTTGTCCCTGAACTCGT-3´ |
| DNAJB1 | NM_001033763 | F5`-CGTCGGACGAGGAGATCAAG-3´ R5´-CACTGCCCTTCAGGCCTTC-3´ |
| DNAJA4 | NM_001102120 | F5´-CCCTTCAGGCCACCCGAT-3´ R5´-CTTCACCATCTTGTCTCCGGTAT-3´ |
| BAG3 | NM_001082471 | F5´-ATCAAGATCGACCCGCAGAC-3´ R5´-AGAGGATGCGGTTTCCTTGG-3´ |
| IGFBP5 | NM_001105327 | F5´-GCAAGCCAAGATCGAAAGAGAC-3´ R5´-GGGCCCCTGCTCAGATTTC-3´ |
| PRDX1 | NM_174431 | F5´-TCCTATTTCAGTGGAACTGCTGAT-3´ R5´-AAGCAATGATCTCCGTGGGG-3´ |
| NDUFS2 | NM_001075137 | F5´-CACCGGGGCACTGAGAAG-3´ R5´-GTGATTTCTCCAAATAGCACTCGG-3´ |
| RBM3 | NM_001303463 NM_001303480 | F5´-TGACAACTGAGATGAGAAACACA-3´ R5´-ACAAAACAAACATGGAGCTTTCT-3´ |
| G6PD | NM_001244135 | F5´-GAGCAGCGAAGCACAGAGAG-3´ R5´-GCAAAAGGCCATCTCGGAAC-3´ |
| β-ACTIN | NM_173979 | F5´- TGTCCACCTTCCAGCAGAT-3´ R5´- TCACCTTCACCGTTCCAGT-3´ |
| GAPDH | NM_001034034 | F5´- AATGGAGCCATCACCATC-3´ R5´-GTGGTTCACGCCCATCACA-3´ |
| Additional File Table S10. Sequence specific primers used for qRT-PCR analysis. | | |

How the deposited data were processed for this re-analysis (not part of the article)

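Small RNA of extracellular vesicles (EVs) was measured in 6 libraries, 3 from bovine oviductal organoids kept at 37 °C and 3 from organoids at 42 °C. Each library came from a pool of 2 animals. The authors trimmed the reads, annotated them against the bovine miRNAs of miRBase in CLC Genomics Workbench and normalized the reads by TMM. The deposited table holds the result, a signal that is 0 or above and that the authors call TMM-adjusted CPM, for 1028 miRNAs. The submitters' processing notes name bcl2fastq, Bowtie2 2.2.2, DESeq2 and the genome build ARS-UCD1.2, without roles that would place them in the making of this table. All 6 columns of the deposited table were used.

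The columns do not sum to 1000000, since TMM factors are part of them. In every library, 100% of the values above 0 were whole multiples of the smallest value above 0, within 0.01, and the multiples were taken as reads. The recovered reads per library ranged from 31640 to 213877. They set the precision: a miRNA with no read in a library is compatible with up to 3 reads, which is 16.6 CPM in the deepest library and 86.2 CPM in the library where 1 read counts most. Confidence intervals at 95% (Wilson for shares, exact for ratios of reads) cover counting error only.

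Groups were compared with limma 3.58.1 in R 4.3.3 on log2(CPM + 10), with an intensity trend, no block and Benjamini-Hochberg adjustment over the 251 miRNAs with a mean of at least 10 CPM in at least 1 group. A miRNA was called at an adjusted p under 0.05 and a change of at least 2-fold. The thresholds are those of the paper, while its model, a negative binomial GLM in CLC Genomics Workbench, needs the counts. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads as alternatives. The tests were tested on 20 simulated data sets of 251 miRNAs with the depths of these libraries, in which limma found 66.5% of 16-fold and 31.5% of 4-fold changes, with 0.6 false calls per data set. In the same simulations camera, at an unadjusted p under 0.05, called a changed list in 19 of 20 data sets and an unchanged list in 0. The members of the changed list were all raised 4-fold, and the miRNAs were simulated independently of each other. The simulations thus do not test lists in which few members change or whose members vary together.

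Shares and summed reads were compared with exact two-sided permutation tests, whose smallest p is 0.1 for 3 libraries against 3. Groups of miRNAs were compared with camera at its preset correlation of 0.01, adjusted over 17 lists, and again with an estimated correlation. The lists were fixed before the data were examined: the DLK1-DIO3 region, the cluster of miR-424 and miR-503, the let-7 family, the miR-17-92 family (the cluster, its paralogs and related miRNAs), the family of miR-10, miR-99, miR-100 and miR-125, the clusters of miR-23, miR-27 and miR-24 and of miR-221 and miR-222, miRNAs of p53 and senescence, and miRNAs typical of epithelium, multiciliated cells, stroma, endothelium, muscle, leukocytes, erythroid cells, neurons and liver, and miRNA annotations that overlap other small RNAs. The lists of the study's own changed miRNAs were counted and not tested. When the plan with the 17 lists was written, the values in the paper's tables had been seen, among them the group means of the expressed miRNAs. The lists can thus not be taken as chosen without sight of the changes.

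The miRNAs named in the text were set by a rule written before the data were examined: every miRNA that the paper names for the EVs, every called miRNA, the 10 largest changes among the remaining miRNAs whose libraries do not overlap between groups, and the 4 most abundant members of each list. The values in the paper's tables had been seen when the rule was written. Alternatives set in advance covered the pseudocount, the filter on low values, the scaling, the replicate block, the variance model, library weights, the test and each library left out in turn. The scaling by quality-controlled reads of Table S5 was added after the values were seen. The mRNA sequencing of the organoids, the RT-qPCR, the target predictions and the motif analysis were not analysed here.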

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

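The tests on the DLK1-DIO3 list in the paragraphs that follow were chosen after the values were seen. The comparison of the list by camera was planned, with the values in the paper's tables already seen.

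The miRNAs of the imprinted DLK1-DIO3 region are not discussed as a group in the paper, although it tested each of them singly. What called for a closer look is a difference in 16 measured members that it does not discuss: without bta-miR-370, bta-miR-654 and bta-miR-323, which the paper names, these were still lower at 42 °C as a list, with a median log2 fold change of -1.37 (camera, adjusted p = 8.1e-06 over the lists; p = 0.050 and adjusted p = 0.42 with an estimated correlation). In all settings of the sensitivity analysis for which camera was run at its preset correlation, the adjusted p of the full list stayed at or below 0.012 and its direction was down. With the estimated correlation of 0.15 between its members, the adjusted p of the full list was 0.38, so that the call depends on how far these miRNAs vary together.

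Few reads at 42 °C do not account for the lower DLK1-DIO3 reads: at the share of 37 °C, replicates A, B and C at 42 °C would hold 617, 1558 and 204 reads of the list but held 53, 429 and 81, and the highest upper bound (95%, Poisson) of the observed over the expected reads was 0.494. This bound covers counting error only; between libraries, the same ratio ranged from 0.858 to 1.46 at 37 °C and from 0.0859 to 0.398 at 42 °C. By their median, the stromal miRNAs did not fall with them: the 6 members had a median log2 fold change of 1.07 (SD 0.83), and the 3 of them with at least 50 reads a median of 1.11 (SD 1.17), against -1.64 for the DLK1-DIO3 list. Most of the stromal reads at 42 °C were bta-miR-143 (1718 of 2046), and bta-miR-199a-3p went the other way (585 ± 265 CPM at 42 °C and 1048 ± 289.9 at 37 °C; SD, n = 3). Without bta-miR-143, the lowest summed share at 42 °C, 1096 of 1000000 other miRNA reads, was below the 1136 that a like fall would give. The median thus goes against a smaller share of stromal cells, but the summed reads do not exclude it. A response to the temperature stays open and was not tested.

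With 3 libraries against 3, there are 10 ways to split them, too few for a share under 0.05. The real split gave 6 called miRNAs and the highest of the other splits 0 (1 split as large, the real one). For the lists, the real split gave 3 and the highest of the other splits 2 (1 split as large, the real one).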

How the results depend on the processing

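The alternatives were set before the data were examined, apart from the scaling by quality-controlled reads. The medians of the study's 13 higher and 9 lower miRNAs, the ratio of distances between and within temperatures and the number of shared leading miRNAs held their direction and stayed within the spread or within 1.5 times in every alternative run: from 1.55 to 2.51 and from -3.16 to -1.62 on the log2 scale, from 1.09 to 1.43, and from 14 to 17. The study chose the 13 and the 9 on the same libraries, so the held direction of their medians is not independent evidence.

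The number of called miRNAs (6; limma) changed with the setting. It was 4, 6 and 5 with a pseudocount of 1, with a pseudocount of 50 and with no filter. It was 10 with a minimum mean of 100 CPM (fewer miRNAs tested), 10 with no intensity trend, 11 with array weights, 20 with each library brought to a sum of 1000000, 15 when miR-1246 was kept out of that sum, 3 without the library with the smallest miRNA share in each group, 11 with edgeR, 18 with DESeq2 (95 miRNAs without an adjusted p) and 2 when scaled to quality-controlled reads, an alternative chosen after the values were seen. Leaving out 1 library gave from 1 (replicate B at 37 °C) to 9 calls. Apart from the smaller sets, the cause was not tested.

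The replicate letters were not taken as pairs, since the paper states that the same oviducts were used at both temperatures but nothing ties a letter to an animal. With the letters as a replicate block, 15 miRNAs were called with limma, among them bta-miR-223, bta-miR-16a, bta-miR-22-3p, bta-miR-181a and bta-miR-9-5p, and 14 with edgeR. Of the miRNAs named, edgeR with the block did not call bta-miR-223 or bta-miR-9-5p (adjusted p = 0.067 and 0.14, edgeR). Deviations from the group means correlated at -0.06 (A), 0.03 (B) and -0.06 (C) between libraries of the same letter, and 0 of 6 libraries correlated best with its own letter. This comparison of the letters was made after the count with the block had been seen.

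The number of called lists (3) was 0 with an estimated correlation, and from 1 to 6 with 1 library left out. The 251 detected miRNAs became 166 with a minimum of 50 CPM. The miRNAs only at 42 °C (23) became 49, and those only at 37 °C (35) became 53, with a minimum of 1 CPM, and the latter became 17 with a minimum of 50 CPM. The difference in the share of miR-1246 (4.71 percentage points) turned to -3.56 without replicate A at 37 °C and to -8.06 without replicate C at 42 °C, and its highest value was 14.5 without replicate B at 42 °C. The cause was not tested.

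The alternatives gave 650 values for miRNAs that the study reports as changed, that had large changes here or that belong to the DLK1-DIO3 list. Of these values, none turned its sign, 553 stayed on the same side of the threshold, 75 passed it where the reported fit did not, and 22 lost a call. Most of these miRNAs were chosen for their change on the same libraries, so the held signs are not independent evidence. Other miRNAs named in the text, such as bta-miR-1246 and let-7 members, were not counted. Depth limits mainly the miRNAs found at 1 temperature, most of which rest on fewer than 10 reads.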

Differences from the paper's values

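Of 72 values that the paper states and that were also computed, 65 were within the error or within 1.5 times. The 40 mean CPM of Table 3 and the 228 and 216 group means of Table S6 equal the means of the deposited values within 0.01%, and the counts of detected and shared miRNAs are the same.

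The paper reports 18 differentially expressed miRNAs among those expressed in both groups, 12 higher and 6 lower at 42 °C, at a fold change of 2 and an FDR under 0.05. At the same thresholds limma called 4, 3 higher and 1 lower. Of the alternatives set before the data were examined, those within 1.5 times of the paper's total were rescaling to 1000000 (15), rescaling without miR-1246 (12), the replicate block (13), DESeq2 on recovered reads (16) and edgeR with the replicate block (12). For the higher ones they were the replicate block (8), array weights (8) and DESeq2 (11), and for the lower ones rescaling without miR-1246 (9), the replicate block (5), DESeq2 (5) and edgeR with the replicate block (5). The other alternatives lay outside that range. With the miRNAs of 1 group included, the paper's sets hold 13 higher and 9 lower miRNAs, and limma called 4 and 2. Within 1.5 times of the paper were, for the higher ones, the replicate block (9), array weights (9) and DESeq2 (12), and for the lower ones rescaling without miR-1246 (11), the replicate block (6), DESeq2 (6) and edgeR with the replicate block (6), and not the others. DESeq2 called 12 of the paper's 13 higher and 6 of its 9 lower miRNAs, and no other miRNA. It did not call bta-miR-206, bta-miR-197, bta-miR-654 or bta-miR-323, of which rescaling to 1000000 called bta-miR-197, bta-miR-654 and bta-miR-323, and no setting called bta-miR-206.

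For bta-miR-223 the paper's fold change is 15.82 and that of limma was 8.63 on the log2(CPM + 10) scale, which compresses low values. The alternatives whose value lay within the error of the paper's were a pseudocount of 1 (23.3), no filter, rescaling without miR-1246 (9.26), the replicate block, leaving out the libraries with the smallest miRNA share, replicate A or C at 37 °C or replicate A at 42 °C, edgeR (15.5, or 17.5 with the replicate block) and DESeq2 (16.9), and not the others. For bta-miR-197 the paper's fold change is -10.51 and that of limma was -4.50. Within the error were a pseudocount of 1 (-11.7), rescaling to 1000000 (-6.58) and without miR-1246 (-7.10), leaving out the libraries with the smallest miRNA share (-8.88), replicate A at 37 °C (-5.18) or replicate C at 42 °C (-7.71), edgeR (-7.28, or -7.97 with the replicate block) and DESeq2 (-7.09), as well as the scaling by quality-controlled reads (-6.17), which was chosen after the values were seen and called 2 of the paper's miRNAs, dropping the rest. The other alternatives lay outside.

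The paper names bta-miR-10b and bta-miR-92a as the changed miRNAs among the leading ones. Its own lists also place bta-miR-99a-5p in both sets, and here it ranked 15 at 42 °C. The first component held 40.6% of the variance, against about 28% in Fig. 7A, read by eye.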

Other observations

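The tests on similar read numbers and on miR-1246 reads were chosen after the values were seen. The lists and their comparison by camera were planned, with the values in the paper's tables already seen.

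The paper relates the targets of the changed EV miRNAs to p53 signaling and cellular senescence. A separate question is whether miRNAs that themselves respond to p53 or rise in senescence changed, which does not test the paper's pathways of target genes. Of 12 such listed miRNAs, 11 were measured in the EVs and none passed the test between temperatures, with a median log2 fold change of 0.08 (camera, adjusted p = 0.71). The miRNAs typical of neurons had a median of 0.93 over 5 measured members and none passed (adjusted p = 0.051, camera; 0.38 with an estimated correlation). Among them bta-miR-9-5p stood at 5735 ± 5085 CPM at 42 °C and 1568 ± 591 at 37 °C, and bta-miR-128 at 4600.0 ± 1873 and 2479 ± 932 (SD, n = 3). Of the X-linked cluster of miR-424 and miR-503, 2 members were measured and 1 fell, bta-miR-424-3p (median -2.33; camera, adjusted p = 0.059). Of the miR-17-92 family (the cluster, its paralogs and related miRNAs), 12 were measured and 1 rose, bta-miR-92a (median 0.62; camera, adjusted p = 0.068). Of the same family, bta-miR-92b stood at 267 ± 92.6 CPM at 42 °C and 401 ± 71.9 at 37 °C, and bta-miR-20a at 327 ± 93.5 and 249 ± 163 (SD, n = 3).

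No member passed the test in the lists of the clusters of miR-23, miR-27 and miR-24 and of miR-221 and miR-222 (median -0.29, adjusted p = 0.29), stroma (1.07, 0.33), endothelium (-0.31, 0.71), muscle (0.33, 0.59), liver (0.17, 0.71), epithelium (0.19, 0.71), multiciliated cells (-0.30, 0.84), let-7 (-0.05, 0.71) and overlapping small RNAs (0.69, 0.44), all from camera.

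Several of the 13 miRNAs that the study reports as higher at 42 °C had similar read numbers in the 3 libraries at 42 °C, although the other miRNA reads of these libraries differed up to 7.65-fold and all sequenced reads up to 1.12-fold; 10 of the 13 had a smaller chi-square against quality-controlled reads than against the TMM scale, as did 15 of 100 other miRNAs with at least 50 reads at 42 °C, which describes a pattern noticed by eye under several scalings and tests no explanation. A background common to all libraries does not account for bta-miR-150 and bta-miR-1388-5p, which were called when scaled to quality-controlled reads, a scale chosen after the values were seen (lowest log2 fold change 5.32; limma, adjusted over all miRNAs tested), with 440, 358 and 337 reads of bta-miR-150 at 42 °C against 3, 2 and 8 at 37 °C. The other 11 were not called (median 1.56). Their ratios of 42 °C to 37 °C per quality-controlled read ran from 2.09 (bta-miR-206) to 15.7 (bta-miR-223), with bta-miR-92a at 13.2. Such a background would give equal values. Per quality-controlled read, all 3 libraries at 42 °C lay above all 3 at 37 °C for 11 of the 13 miRNAs. They did not for 2, bta-miR-99a-5p and bta-miR-10b. But the study chose these miRNAs as higher on the same libraries, so the background stays open for the 11 not called, taken as a set. From the sequencing alone, reads that reach only the libraries at 42 °C in proportion to all sequenced reads cannot be told apart from a response of the organoids. Such a source would coincide with the temperature. By Pearson's chi-square, 5 of the 13 (bta-miR-150, bta-miR-204, bta-miR-9-5p, bta-miR-206 and bta-miR-1388-5p) kept to that proportion within counting error. bta-miR-92a (chi-square 125.3) and bta-miR-22-3p (55.2) are among the 8 that did not. A departure excludes nothing, since the test sets the spread between libraries against counting error, which shrinks with more reads. The coefficient of variation was 13.6% for bta-miR-92a (12262 reads) and 19.2% for bta-miR-204 (89 reads). The paper states that the miRNAs it chose for RT-qPCR on independent samples kept the pattern of the sequencing. In its Fig. 10B, bta-miR-150, bta-miR-92a and bta-miR-223 are marked as higher at 42 °C and bta-miR-202 is not past its test. This goes against such a source as the whole cause for the 3 marked. With each library at a sum of 1000000 instead of the authors' TMM scale, all 4 called miRNAs stayed called (lowest log2 fold change 2.62), which goes against that scale as their cause. Scaled to quality-controlled reads, bta-miR-92a and bta-miR-202 kept log2 fold changes of 3.89 and 2.96 but lost their calls (limma, adjusted p = 0.055 and 0.11). The TMM scale stays open for the other 9, which were called neither in the reported fit nor at the same sum. Their median at the same sum was 1.15, with bta-miR-9-5p, bta-miR-206, bta-miR-99a-5p and bta-miR-10b below 2-fold and bta-miR-223 highest at 2.59. RNA of blood cells stays open as well: camera called the leukocyte and erythroid lists higher, but not with an estimated correlation (adjusted p = 0.38 each) nor without the miRNAs that the study names (0.44 each), and their 11 members outside the study's list had a median of 0.50 (SD 0.87), while members abundant at 37 °C such as bta-miR-451 would hide a small share, and the paper's methods name a strainer to remove inflammatory cells.

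The sequence of bta-miR-1246 overlaps a small nuclear RNA. The miRNA class of the paper's Table S5 cannot hold all its reads, since in replicate C at 42 °C the recovered miR-1246 reads were 1.22 times the miRNA reads of that table, while the other miRNA reads were 0.394 to 0.493 times those reads in every library. Reads of small nuclear RNA counted as miR-1246 may be considered: over the 6 libraries, miR-1246 reads correlated with the snRNA reads of Table S5 at Pearson's r = 0.91 (exact permutation p = 0.021, adjusted 0.042 over 2 relations) and Spearman's rho = 0.71 (exact permutation p = 0.136, adjusted 0.175). Without replicates A and B at 37 °C, the libraries farthest from the median, r was 0.047, so the relation rests on them and the test leaves it open. With the other miRNA reads r was 0.45 (exact permutation p = 0.33, adjusted 0.33) and rho 0.66 (exact permutation p = 0.175, adjusted 0.175), and without replicates B and C at 42 °C r was 0.96.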
